# Distinct functions for the paralogous RBM41 and U11/U12-65K proteins in the minor spliceosome

**DOI:** 10.1093/nar/gkae070

**Published:** 2024-03-18

**Authors:** Antto J Norppa, Iftekhar Chowdhury, Laura E van Rooijen, Janne J Ravantti, Berend Snel, Markku Varjosalo, Mikko J Frilander

## Abstract

Here, we identify RBM41 as a novel unique protein component of the minor spliceosome. RBM41 has no previously recognized cellular function but has been identified as a paralog of U11/U12-65K, a known unique component of the U11/U12 di-snRNP. Both proteins use their highly similar C-terminal RRMs to bind to 3′-terminal stem-loops in U12 and U6atac snRNAs with comparable affinity. Our BioID data indicate that the unique N-terminal domain of RBM41 is necessary for its association with complexes containing DHX8, an RNA helicase, which in the major spliceosome drives the release of mature mRNA from the spliceosome. Consistently, we show that RBM41 associates with excised U12-type intron lariats, is present in the U12 mono-snRNP, and is enriched in Cajal bodies, together suggesting that RBM41 functions in the post-splicing steps of the minor spliceosome assembly/disassembly cycle. This contrasts with U11/U12-65K, which uses its N-terminal region to interact with U11 snRNP during intron recognition. Finally, while RBM41 knockout cells are viable, they show alterations in U12-type 3′ splice site usage. Together, our results highlight the role of the 3′-terminal stem-loop of U12 snRNA as a dynamic binding platform for the U11/U12-65K and RBM41 proteins, which function at distinct stages of the assembly/disassembly cycle.

## Introduction

In the majority of metazoan species, the removal of spliceosomal introns from pre-mRNA is carried out by two parallel ribonucleoprotein machineries: the major spliceosome, which splices the U2-type (major) introns, and the minor spliceosome, responsible for splicing of the U12-type (minor) introns. The overall architecture of the major and minor spliceosomes is similar. Both are composed of five small nuclear ribonucleoprotein (snRNP) particles—U1, U2, U4, U5 and U6 in the major spliceosome or U11, U12, U4atac, U5 and U6atac in the minor spliceosome—and additional non-snRNP splicing factors (1–6). While the major spliceosome has been extensively characterized structurally (7), the structures of a minor spliceosome activated for the first step of splicing (B^act^) (8) and the U11 snRNP (9) are presently the only high-resolution cryo-EM structures of minor spliceosomal complexes available. However, it is generally accepted that the overall assembly pathway of the minor spliceosome is similar to that of the major spliceosome as both spliceosomes utilize similar snRNP complexes and a two-step splicing mechanism with branching and exon ligation reactions (2,3,10). A key mechanistic difference is in the recognition of U12-type introns, which is carried out by a preformed U11/U12 di-snRNP that cooperatively binds to both the 5′ splice site (5′ss) and branch point sequence (BPS) (11,12). In contrast to the earlier steps of the minor spliceosome assembly, very little is known about the post-catalytic events of the minor spliceosome cycle. In the major spliceosome, the DHX8 (hPrp22) helicase drives the release of the ligated exon product from the post-catalytic (P) complex and turns it to the intron lariat spliceosome (ILS) which is subsequently disassembled by the DHX15 (hPrp43) helicase (13–15). Recycling of snRNPs for subsequent rounds of splicing is thought to take place in the Cajal body, which is also the cellular site for other processes related to snRNP biogenesis (16). There, the Cajal body-localized recycling factor SART3 is thought to function in both spliceosomes (17,18).

Both the major and the minor spliceosome contain four unique small nuclear RNAs (snRNAs) and a number of unique protein components that are not found in the other spliceosome, while the majority of proteins are likely to be shared (8,19–21). The first set of minor spliceosome-specific proteins (20K, 25K, 31K, 35K, 48K, 59K, 65K) were identified over 20 years ago by affinity purification and mass spectrometry analysis of the U11/U12 di-snRNP and U11 mono-snRNP fractions (19,20). Of these, U11/U12-65K, U11-59K and U11-48K form a chain of interactions connecting the U11 and U12 mono-snRNPs into a di-snRNP (22,23) and are essential for the stability of the di-snRNP (23–25). The U11 snRNP-associated U11-48K protein recognizes the 5′ splice site together with the U11 snRNA and interacts with the U11-59K protein (23), which is further engaged in an interaction with the N-terminal part of U11/U12-65K (22). The C-terminal RNA recognition motif (RRM) of U11/U12-65K binds the 3′-terminal stem-loop of U12 snRNA (26), but can also interact with the 3′-terminal stem-loop of the U6atac snRNA (27). ZRSR2, a component of the U11/U12 di-snRNP responsible for 3′ splice site recognition (20), has also been shown to almost exclusively affect splicing of U12-type introns in the cell (28), even though it may also have a separate role in the major spliceosome (29).

The notion that specific protein components of the minor spliceosome are needed only during the intron recognition phase and not in the later assembly steps has been challenged only very recently. The first such factor, the plant ortholog of RBM48, was originally identified as a U12-type intron splicing factor from a transposon screen in maize (30), and its specificity for U12-type introns was later confirmed in human cells (31). A cryo-EM structure of the catalytically activated minor spliceosome (B^act^ complex) revealed that RBM48, together with additional three unique proteins ARMC7, SCNM1 and CRIPT, are all specific components of the B^act^ complex (8). The first unique protein component of the U4atac/U6atac di-snRNP and U4atac/U6atac.U5 tri-snRNP, CENATAC, was initially identified as a human disease gene and was shown to be specifically required for the splicing of U12-type introns with AT-AN termini (32). Similarly, mutations in DROL1, the plant ortholog of TXNL4B, the main interactor of CENATAC (32), were shown to lead to splicing defects with U12-type introns with AT-AC termini in *Arabidopsis thaliana* (33).

In this work, we provide evidence that the specific protein components in the minor spliceosome are not limited to intron recognition and catalytic steps. We show that RBM41, a closely related paralog of the U11/U12-65K protein, is a novel specific component of the minor spliceosome. The two paralogous proteins have a similar shared dual RNA binding specificity *in vitro*, interacting with the same 3′-terminal stem-loops of U12 and U6atac snRNAs with approximately equal affinity. However, while the U11/U12-65K functions during the intron recognition step, our results provide strong evidence that RBM41 functions in post-catalytic steps of the U12-type intron splicing. This further suggests that the 3′-terminal stem-loop of the U12 snRNA has a role as a protein-binding platform that is dynamically recognized first by the U11/U12-65K during the early steps of the spliceosome assembly followed by an exchange to RBM41 during or after the catalytic steps of splicing.

## Materials and methods

### Antibodies

The following antibodies were used in this study at the dilutions indicated for western blot (WB) and immunofluorescence (IF): anti-HA (BioLegend, 16B12, WB: 1:2000, IF: 1:1000), anti-GAPDH (Proteintech, 60004-1, WB: 1:5000), anti-PDCD7 (Proteintech, 12485-1-AP, WB: 1:500), anti-RBM41 (Atlas Antibodies, HPA042881, WB: 1:1000, IF: 1:200), anti-RNPC3 (Santa Cruz, sc-514951, WB: 1:500, IF: 1:100), anti-Sm (Invitrogen, MA5-13449, WB: 1:500), anti-SNRNP48 (Proteintech, 24297–1-AP, WB: 1:500), anti-V5 (Invitrogen, R960-25, WB: 1:5000), anti-ZCRB1 (Bethyl Laboratories, A304-697A, WB: 1:2000), Goat anti-Rabbit Alexa Fluor 488 (Thermo Fischer, A11008, IF: 1:500), Goat anti-Mouse Alexa Fluor 568 (Abcam, Ab175473, IF: 1:500), Goat Anti-Mouse IgG HRP, light chain-specific (Jackson ImmunoResearch, 115–035-174, WB: 1:10 000), Goat Anti-Mouse IgG HRP (Millipore, AP308P, WB: 1:10000), Donkey Anti-Rabbit IgG HRP (Amersham, NA934V, WB: 1:10 000). Mouse IgG2a kappa Isotype Control (Invitrogen, 14-4724-82) served as a negative control antibody in IP experiments. eBiocience Avidin-HRP (Invitrogen, 18-4100, WB: 1:500) was used to detect biotinylated proteins. Protein G-HRP (Millipore, 18-161, WB: 1:5000) was used in western blotting after IP to avoid detection of heavy and light chains from the IP antibody.

### Plasmid construction

RBM41 cDNA sequence, corresponding to Ensembl transcript ENST00000372479.7, was amplified from HEK293 cDNA in two fragments. Gibson assembly was used to assemble the fragments into vector pCI-neo in-frame with an N-terminal V5 epitope tag, resulting in pCI-neo-V5-RBM41. For BioID cell line construction, full-length RBM41 (1–413), RBM41 N-terminal fragment (1–258), RBM41 C-terminal fragment (259–413) and full-length 65K were cloned into MAC-tag-N vector (Addgene #108078) using Gateway cloning as described (34). Human DHX8 cDNA (MGC clone 5529639) was obtained from the Genome Biology Unit at the University of Helsinki and cloned into pCI-neo in-frame with an N-terminal V5 tag. Point mutations were introduced into plasmids using site-directed mutagenesis with Phusion polymerase (Thermo).

### Expression and purification of recombinant proteins

C-terminal fragments of RBM41 (amino acids 267–413) and U11/U12-65K (amino acids 380–517) were expressed as GST-tagged proteins in *E. coli* Rosetta cells. Protein expression was induced with 0.5 mM IPTG for 3 h at 37°C and cells were harvested by centrifugation. Cell pellets were resuspended in 50 mM Tris–HCl (pH 7.5), 150 mM NaCl, 5 mM DTT, 1× cOmplete protease inhibitor cocktail (Roche) and lysed by sonication (30 s ON / 30 s OFF, 5 min total sonication time, Sonopuls HD 2070 with MS 73 microtip). After removal of cell debris (25 000 g, 15 min), GST-tagged proteins were captured from the lysate by incubation with glutathione agarose (Pierce) for 1 h at 4°C. The resin was washed 3 times with 20 volumes of Wash/Cleavage buffer (50 mM Tris–HCl (pH 7.5), 150 mM NaCl, 1 mM EDTA, 1 mM DTT) and GST tag cleaved by overnight digestion with PreScission Protease (Cytiva). Purified proteins were dialyzed against EMSA buffer (20 mM HEPES–KOH, 100 mM KCl, 1.5 mM MgCl_2_, 5% glycerol, pH 8.0) and protein concentrations measured by Pierce BCA protein assay (Thermo Scientific).

### Electrophoretic mobility shift assay

Recombinant proteins (0.25–25 μM) were incubated for 1 h on ice with 5 nM [γ-^32^P]-ATP-labeled RNA oligonucleotides in binding buffer (20 mM HEPES–KOH (pH 8.0), 100 mM KCl, 1.5 mM MgCl_2_, 5% glycerol, 0.1 μg/μl BSA, 1 μg/μl yeast RNA (Roche), 1 U/μl RiboLock RNase inhibitor (Thermo Scientific)) in 10 μl final volume. After addition of 2.5 μl of 5× loading buffer (20 mM HEPES–KOH, 100 mM KCl, 1.5 mM MgCl_2_, 50% glycerol, 0.1% bromophenol blue, 0.1% xylene cyanol), 4 μl of each binding reaction was loaded onto a native polyacrylamide gel (6%, 80:1 acrylamide:bis-acrylamide ratio, 0.5× TBE, 5% glycerol). Electrophoresis was carried out at 120 V for 1.5 h at 4°C. After drying, the gel was exposed on an imaging plate and scanned using the FLA-5100 phosphorimager. Bound and free RNA bands were quantified using AIDA software (Raytest). Dissociation constants were determined by nonlinear regression using GraphPad Prism (one site – specific binding) from three independent replicates.

### Cell culture, transfection and nuclear extract preparation

HEK293 cells were grown in DMEM, 10% FBS, 1% penicillin–streptomycin and 2 mM l-glutamine at 37°C, 5% CO_2_. All plasmid transfections were carried out using Lipofectamine 2000 (Thermo Fisher) according to manufacturer's instructions. The growth conditions for HeLa S3 suspension cells and the subsequent nuclear extract preparation have been described by de Wolf *et al.* (32).

### CRISPR/Cas9-mediated knockout of RBM41

HEK293 cells were transfected with pSpCas9(BB)-2A-Puro vectors with sgRNA sequences targeting RBM41 exon 2 or 3. 24 h after transfection, puromycin was added at 3 μg/ml to enrich for transfected cells and puromycin treatment continued for 72 h. After puromycin selection, monoclonal cell lines were obtained by limiting dilution in 96-well plates. Genomic DNA was extracted from single-cell clones using the NucleoSpin Tissue kit (Macherey–Nagel), and the targeted areas amplified by PCR using primers in the introns flanking exons 2 and 3 (Supplementary Table S1). Clones were screened for editing using the Surveyor Mutation Detection Kit (IDT). Positive clones were verified by TOPO cloning of PCR products followed by sequencing, as well as by direct sequencing of the PCR products and deconvolution of sequencing traces using the DECODR tool (35).

### Northern and western blotting

Northern blotting was carried out exactly as described (36) using LNA or DNA oligonucleotide probes listed in Supplementary Table S1. For western blotting, protein samples were resolved on 4−12% NuPAGE gels and transferred to Amersham Hybond P membrane using the Amersham TE 22 Mighty Small Transphor tank. After blocking for 1 h in 5% milk/TBS-T, membranes were incubated for 1 h with primary antibodies, followed by 3 × 5 min washes with TBS-T. After 1 h incubation with an HRP-conjugated secondary antibody, membranes were washed 5 × 5 min with TBS-T. Chemiluminescence was detected using the SuperSignal West Atto (Thermo Scientific) or Amersham ECL Prime detection reagent and the LAS-3000 imager (Fuji).

### RNA immunoprecipitation and protein co-immunoprecipitation

For RNA immunoprecipitation with V5-tagged proteins, pCI-neo vectors for expressing V5-tagged proteins or empty pCI-neo vector (4 μg) were transfected into HEK293 cells in 6-well plate format using Lipofectamine 2000. For RNA immunoprecipitation with endogenous proteins in cell lysate, typically ∼20 × 10^6^ cells were used for one IP. 24 h after transfection, cells were washed with 1× PBS, scraped into lysis buffer (20 mM HEPES, pH 7.9, 137 mM NaCl, 10% glycerol, 1% NP-40 + 1× cOmplete protease inhibitor cocktail + 0.5 U/μl RiboLock) and sonicated (5 × 30 s, Bioruptor Twin, High setting). Cell debris was removed by centrifugation at 16000 g for 15 min. The supernatant was incubated o/n with rotation at 4°C with 2 μg IP antibody and for 1 h with Dynabeads Protein G (Invitrogen). Alternatively, the antibody was prebound to Dynabeads and incubated with lysate for 1 h at 4°C. After five washes with 200 μl lysis buffer, co-immunoprecipitated RNA was isolated by treatment of beads with Proteinase K, phenol:chloroform:isoamyl alcohol (pH 4.8) extraction and ethanol precipitation. For nuclear extract RIP experiments, 60 μl HeLa S3 nuclear extract was used for one IP. Nuclear extract was preincubated for 10 min at 37°C in 13 mM HEPES (pH 7.9), 2.4 mM MgCl_2_, 40 mM KCl, 2 mM DTT, 20 mM creatine phosphate, 0.5 mM ATP. After preincubation, the nuclear extract was diluted 1:5 and adjusted to 20 mM HEPES (pH 7.9), 137 mM KCl, 10% glycerol, 0.1% NP-40, 0.5 U/μl RiboLock, 1× cOmplete protease inhibitor. The remaining steps were carried out as described above.

Protein co-immunoprecipitation experiments were carried out similarly to RIP experiments, except that the IP antibodies were crosslinked to Dynabeads Protein G with bis(sulfosuccinimidyl)suberate (BS_3_, Thermo) and complexes were eluted from the beads by heating in 1× NuPAGE LDS Sample Buffer for 5 min at 95°C.

### Glycerol gradient centrifugation

HeLa S3 nuclear extract (200 μl), prepared essentially as described in Tarn and Steitz (37), was adjusted to 13 mM HEPES (pH 7.9), 2.4 mM MgCl_2_, 40 mM KCl, 2 mM DTT, 20 mM creatine phosphate, 0.5 mM ATP, and pre-incubated for 10 min at 30°C in a final volume of 300 μl. After incubation, 210 μl of Gradient buffer (20 mM HEPES (pH 7.9), 40 mM KCl, 2 mM DTT, 2.4 mM MgCl_2_) was added, samples were centrifuged briefly (20 000 g, 1 min) and the supernatant was loaded on top of 10–30% glycerol gradient in Gradient buffer. Gradients were centrifuged in a Sorvall TH-641 rotor at 29 000 rpm, 4°C for 18 h and fractionated using BioComp Piston Gradient Fractionator. Gradient preparation, centrifugation and fractionation was carried out by the HiLIFE Biocomplex unit at the University of Helsinki. For RNA extraction, 20% of each fraction was treated with Proteinase K, phenol:chloroform extracted and precipitated with ethanol. The remaining 80% of each fraction was precipitated with TCA for western blot analysis.

### BioID analysis

For each cell line, Flp-In™ T-REx™ 293 cells were grown in 5 × 15 cm plates to ∼70% confluency. MAC-tagged protein expression and biotinylation was induced by addition of 2 μg/ml of tetracycline and 50 μM biotin. Cells were harvested 24 h after induction by pipetting up and down with PBS-EDTA, centrifugation at 1200 g for 5 min, and snap freezing the pellet in liquid nitrogen. Three independent replicates of 5 × 15 cm dishes were prepared for each cell line. BioID analysis was carried out essentially as described previously (34,38).

### Immunofluorescence

HEK293 or Flp-In™ T-REx™ 293 cells were grown on poly-l-lysine coated coverslips in a12-well plate. Cells were fixed with 4% paraformaldehyde/1× PBS for 10 min at room temperature. After two washes with 1× PBS, cells were permeabilized with 0.2% Triton X-100/1× PBS for 10 min and blocked with 1% BSA/1× PBS for 30 min at room temperature. Incubation with primary antibodies, diluted in blocking buffer, was carried out overnight at 4°C. Following 3 × 5 min washes with 1× PBS, cells were incubated with Alexa Fluor 488 or 568 conjugated secondary antibodies and DAPI (0.5 μg/ml) for 1 h at room temperature. Antibodies used for immunofluorescence and their respective dilutions are listed in the Antibodies section above. After final washes with 1× PBS (3 × 5 min), coverslips were mounted onto slides with ProLong Diamond (Invitrogen). Imaging was carried out using a Leica DM5000B microscope.

### cDNA synthesis and RT-PCR

RNA was treated with RQ1 RNase-free DNase (Promega) to remove any genomic DNA contamination. cDNA synthesis was carried out using Maxima H Minus RT (Thermo) and random primers according to the manufacturer's instructions. For PCR, Phire polymerase (Thermo) and primers listed in Supplementary Table S1 were used.

### High-throughput sequencing

Total RNA isolated using Trizol extraction followed by an additional acidic phenol (pH 5.0) extraction. RNAseq libraries were constructed using Illumina TruSeq Stranded Total RNA kit (Illumina) Human Ribo-Zero rRNA depletion kit (Illumina). Paired-end 150 + 150 bp sequencing was performed at the Institute for Molecular Medicine Finland FIMM Genomics unit with Illumina NovaSeq 6000 using partial S4 flow cell lane. The STAR aligner (39) was used for mapping the paired sequence reads to the genome (hg38/GRCh38). Transcript annotations were obtained from GENCODE (v29). The length of the genomic sequence flanking the annotated junctions (sjdbOverhang parameter) was set to 161. The Illumina adapter sequences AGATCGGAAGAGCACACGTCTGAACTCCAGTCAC and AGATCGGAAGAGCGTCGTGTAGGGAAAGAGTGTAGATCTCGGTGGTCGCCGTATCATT were, respectively, clipped from the 3′ of the first and the second pairs in the read libraries (using clip3pAdapterSeq parameter). Statistics of the RNAseq data are presented in the Supplementary Table S5.

### Differential alternative splicing analysis and intron retention analysis

Differential alternative splicing (AS) analysis was done using Whippet (v0.11) (40). Both merged aligned reads (bam files) and AS event annotations from GENCODE (v29) were used to build the index reference for AS events. To detect the significantly differential events, probability cutoff of Pr > 0.9 and Percentage Spliced In deviation cutoff of |ΔΨ| > 0.05 were used. Differential intron retention was analyzed with IRFinder-S using SUPPA2 wrapper (41,42). A custom list of human U12-type intron coordinates (Supplementary Table S8) combining high-confidence U12-type introns from IntEREst (43), IAOD (44) and MIDB (45) databases was used in the annotation of U12-type introns and their host genes.

### Phylogenetic profiling-based co-evolution analysis

To conduct the phylogenetic profiling analysis of RBM41, we utilized a diverse set of eukaryotic proteomes. This dataset, consisting of 167 eukaryotic species, was previously compiled to represent the eukaryotic tree of life, and the species were selected based on their representation in the tree. We used automatic orthologous groups (OG) based on previous work (46,47), generated using methods such as Orthofinder (48), eggNOG (49) hmm profile database, and OGs from Vosseberg *et al.* (47). However, as RBM41 was not accurately represented in these automatically generated OGs, we manually created the OG for RBM41. This was achieved by performing a blast search with RBM41 against our in-house eukaryotic dataset and creating a Hidden Markov model (HMM) of RBM41, which was then used to perform a Hmm search (50) against the same dataset. To determine the OG, a phylogenetic analysis was carried out with the top 100 entries of the Hmmer search using mafft E-INS-I (51) and IQtree (52). In this phylogeny, a cluster with representatives from diverse eukaryotic groups indicated the RBM41 Orthologous group. Besides the support-value, the species overlap of this cluster with the other putative orthologous groups in the tree solidifies it as resulting from an ancient duplication and having been present in LECA. To compare the phylogenetic similarity, we computed cosine distances between the phylogenetic profile of each automatically generated OG and RBM41. As we suspected that RBM41 was part of the minor spliceosome, we also compared the phylogenetic profile of RBM41 to the profiles of other known spliceosome proteins obtained from Vosseberg *et al.* (53).

## Results

### RBM41 is a paralog of the U11/U12-65K protein and a putative component of the minor spliceosome

Human RBM41 is a ∼47 kDa protein with a single annotated domain, an RNA recognition motif (RRM) near the C-terminus of the protein (at positions 309–387) (Figure 1A). While no specific cellular function has been assigned to RBM41, it has been listed as a paralog of the U11/U12-65K protein (*RNPC3*), a structural component of the U11/U12 di-snRNP complex in the minor spliceosome (22,53). The paralog assignment is based on the local sequence similarity between the C-terminal regions of the two proteins, that encompass the core RRM and its N-terminal expansion (Figure 1B, C) which in the U11/U12-65K protein is essential for the stability of the C-terminal RRM and its interaction with the U12 snRNA (26). The RRM sequences of 65K and RBM41 conform with the general RRM consensus (54) except for an aromatic to nonaromatic amino acid substitution F/Y352Q at position 3 of the RNP1 motif (Figure 1B). The same substitution is present of in the homologous N-terminal RRMs of the U1A/U2B″/SNF family of spliceosome components, which are characterized by a YQF triad of RNP2 tyrosine and RNP1 glutamine and phenylalanine (55,56; Supplementary Figure S1). These three residues are displayed on the β-sheet surface of the RRM and engage in stacking interactions with RNA nucleobases (55,56). Conservation of the corresponding residues in the RBM41 RRM (Y312/Q352/F354; Supplementary Figure S1) suggests that RBM41 may employ a similar mode of RNA binding as utilized by the U1A/U2B″/SNF proteins.

**Figure 1.**
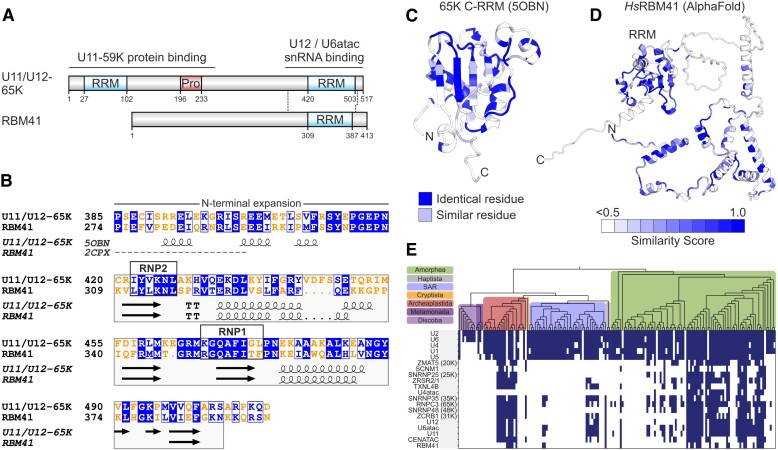
RBM41 is a paralog of the U11/U12-65K protein. (**A**) Domain structures of human U11/U12-65K and RBM41 proteins. (**B**) Pairwise sequence alignment of RBM41 and U11/U12-65K. Local sequence alignment was carried out using Matcher and visualized using ESPript 3.0 (80). Identical residues are shown in white text with blue background and similar residues in blue text with white background. Protein secondary structure elements extracted from NMR structures (U11/U12-65K: 5OBN, RBM41: 2CPX) are shown below the alignment. (**C**) Structure of the U11/U12-65K C-terminal RRM (5OBN) showing identical and similar residues between RBM41 and U11/U12-65K. (**D**) AlphaFold-predicted structure of human RBM41 colored for sequence conservation. Conservation is based on a multiple sequence alignment of RBM41 orthologues from 15 animal species (Supplementary Figure S3). Conservation was mapped to the structure with ESPript 3.0 and structure rendered using PyMOL. (**E**) Phylogenetic profile of RBM41 compared to the known minor spliceosome-specific proteins and minor and major spliceosomal snRNAs.

The homology between RBM41 and U11/U12-65K raises the question of whether RBM41 also functions in the minor spliceosome. We carried out a phylogenetic profiling-based co-evolution analysis in 167 eukaryotic species to identify proteins that show a similar phylogenetic presence/absence profile as RBM41 and may therefore function in the same molecular process (Figure 1E). Notably, three minor spliceosome-specific proteins, CENATAC, U11-48K (*SNRP48*) and U11/U12-31K (*ZCRB1*) were found among the proteins showing the strongest co-occurrence with RBM41 (Supplementary Table S3, Supplementary Figure S2), suggesting a role in the minor spliceosome. This was further supported by earlier reciprocal coevolution analysis for CENATAC (32), which similarly identified RBM41 as one of the top co-occurring proteins among the known minor spliceosome components. Upon comparing RBM41’s phylogenetic profile with that of other known minor spliceosome proteins (Figure 1E, Supplementary Figure S2), it becomes evident that RBM41 adheres to the typical presence/absence profile of these proteins. However, the presence of RBM41 appears to be even less common than that of other minor spliceosome proteins.

In contrast to the homologous C-terminal RRMs, the N-termini of the two proteins do not share sequence similarity. This suggests a functional difference between RBM41 and U11/U12-65K, that uses the N-terminus to promote the formation of the U11/U12 di-snRNP via an interaction with the U11-59K protein (22; Figure 1A). RBM41 N-terminus is highly conserved among animal orthologs (Supplementary Figure S3, Supplementary Table S2, Figure 1D) but lacks annotated domains and adopts a predominantly helical conformation in an AlphaFold prediction (57) (Figure 1D). Together the sequence analysis suggests similar RNA binding properties, but otherwise divergent functions for the two paralogous proteins.

### RBM41 RRM interacts with the U12 and U6atac snRNAs in vitro

Previously, two independent systematic high-throughput studies of RNA-binding protein specificities (58,59) reported nearly identical consensus RNA motifs for RBM41 (Figure 2A) which are preferentially located in a loop sequence within an RNA stem-loop context. These RNA motifs bear a striking similarity to the loop sequences of the U12 snRNA 3′-terminal stem-loop and U6atac snRNA 3′-terminal stem-loop, both of which are bound by the U11/U12-65K protein (Figure 2A,B; 22,27). Given the apparent RNA-binding similarities between the RBM41 and U11/U12-65K proteins, we compared their RNA-binding characteristics *in vitro*, using recombinant C-terminal RRMs containing additional N- and C-terminal regions known to be essential for RNA binding (25,26). RNA binding properties were analyzed using electrophoretic mobility shift assay (EMSA) with untagged RRMs and RNA oligonucleotides corresponding to the apical hairpins of the U12 snRNA and U6atac 3′-terminal stem-loops (Figure 2C, D; 22,25,26).

**Figure 2.**
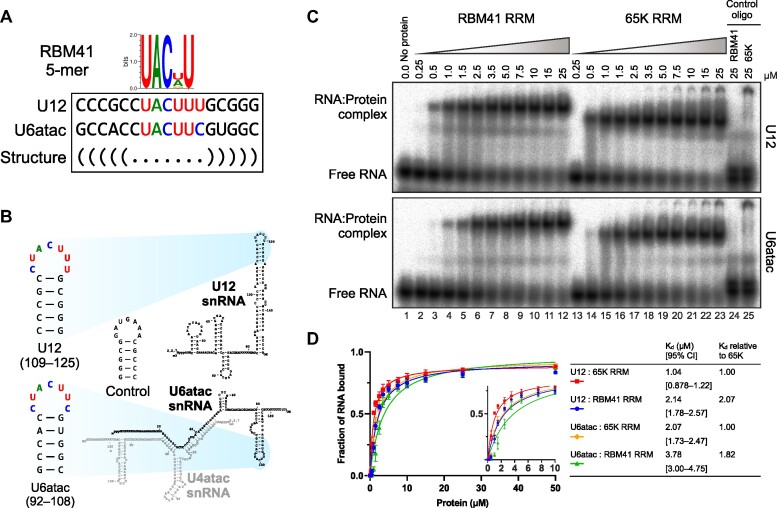
RBM41 interacts with the U12 and U6atac snRNAs *in vitro*. (**A**) Consensus RNA motifs bound by RBM41 *in vitro* and matching sequences in the U12 and U6atac snRNAs. The consensus motif (obtained from ENCODE database (81), entry ENCSR637HFY) determined by Ray *et al.* (58) using the RNAcompete method is shown. (**B**) RNA hairpins used in EMSA experiments and their location in the U12 and U6atac snRNAs. (**C**) EMSA analysis of RBM41 and U11/U12-65K RRM binding to U12 (top panel) and U6atac snRNA (bottom panel) hairpins. EMSA was carried out using recombinant RBM41 RRM (residues 267–413) or 65K C-terminal RRM (residues 380–517) and ^32^P-labeled U12, U6atac or negative control RNA hairpins shown in panel B. (**D**) Binding curves and dissociation constants for the interaction of RBM41 and 65K RRMs with U12 and U6atac hairpins. The inset shows a low protein concentration range (0–10 μM) of the same binding curves.

Our EMSA analyses revealed that U11/U12-65K C-RRM and RBM41 RRM have similar overall binding characteristics, binding to both U12 and U6atac hairpins (Figure 2C, compare lanes 1–12 and 13–23). In contrast, no complex formation was observed with either RRM when a control hairpin (complementary to the U12 hairpin) was used as a ligand (Figure 2C, lanes 24 and 25). A further determination of the dissociation constants (*K*_d_) revealed that the RBM41 RRM has a low micromolar affinity to both U12 (*K*_d_= 2.14 μM) and U6atac hairpins (K_d_= 3.78 μM; Figure 2D). The 65K C-RRM showed approximately 2-fold higher affinity to both hairpins (U12: *K*_d_= 1.04 μM; U6atac: *K*_d_= 2.07 μM). Furthermore, both RRMs bound the U12 hairpin with ∼2-fold higher affinity compared to the U6atac hairpin (Figure 2D). Thus, both RBM41 and U11/U12-65K C-terminal RRMs show dual snRNA binding specificity *in vitro* with only slight differences in RNA affinity.

### RBM41 specifically associates with minor spliceosomal snRNPs

We next asked if RBM41 also associates with spliceosomal snRNAs *in vivo*. We transfected HEK293 cells with V5-tagged 65K or RBM41 followed by RNA immunoprecipitations (RIP) with anti-V5 antibody and northern blot analysis of minor and major spliceosomal snRNAs (Figure 3A). Consistent with its function in the U11/U12 di-snRNP, V5-65K strongly co-immunoprecipitated the U11 and U12 snRNAs and to a lesser extent U6atac and U4atac snRNAs (Figure 3A, lane 8). In contrast, V5-RBM41 co-immunoprecipitated the U12 snRNA, U4atac and U6atac snRNAs, but not the U11 snRNA (Figure 3A, lane 7). Similar results were obtained with an antibody against the endogenous RBM41 in HeLa nuclear extract (Figure 3B, lanes 1–4) or HEK293 total cell lysate (Figure 3B, lanes 5–8), showing that these interactions are not artifacts resulting from RBM41 overexpression. U1, U2, U4, U5 and U6 snRNAs were variably detected slightly above control IP levels with transiently overexpressed V5-RBM41 (Figure 3A,D) and endogenous RBM41 (Figure 3B), likely due to non-specific association of RBM41 with these highly abundant snRNPs (see below).

**Figure 3.**
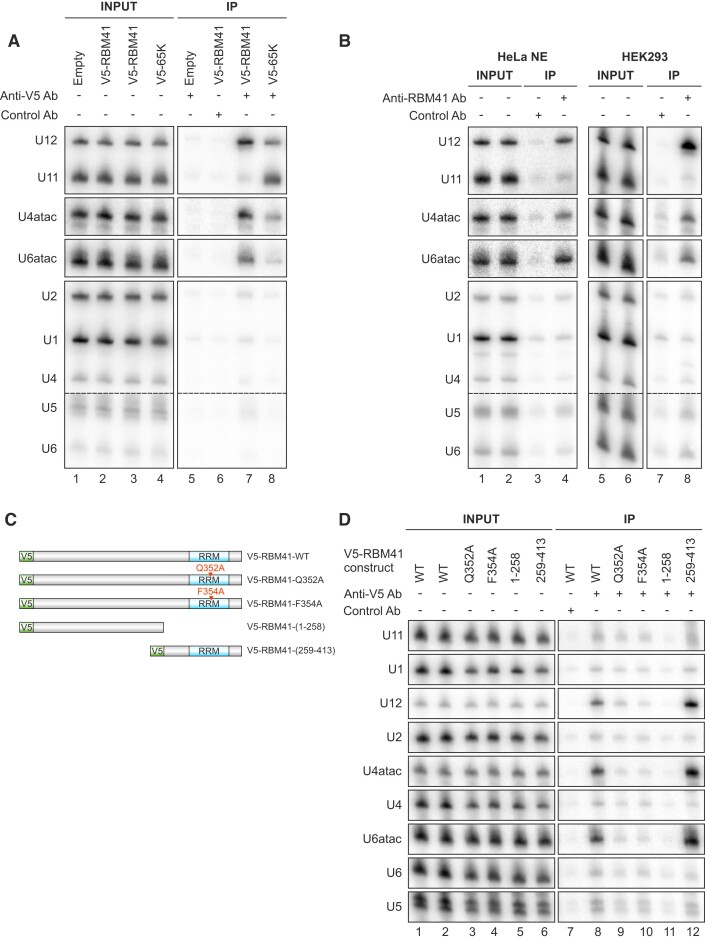
RBM41 specifically associates with minor spliceosomal snRNPs. (**A**) RNA immunoprecipitation with V5-tagged RBM41 and 65K. V5-RBM41 or V5-65K expression vector or empty vector were transfected into HEK293 cells. 24 h later, RNA immunoprecipitation with anti-V5 antibody or control antibody was carried out in native conditions and co-immunoprecipitated RNA analyzed by northern blot using the indicated probes. (**B**) RNA immunoprecipitation with endogenous RBM41. RIP was carried out in native conditions in either HeLa nuclear extract (left) or HEK293 total lysate (right) using an antibody against endogenous RBM41 or control antibody. (**C**) V5-RBM41 constructs used for RNA immunoprecipitation in panel D. (**D**) Effect of truncations and RRM mutations on the snRNP association of RBM41.V5-tagged RBM41 constructs shown in *C* were transfected into HEK293 cells and RNA immunoprecipitation carried out using anti-V5 or control antibody.

Next, we tested the role of the RBM41 RRM and the large N-terminal region lacking any identifiable domains for their association with snRNPs. We carried out RIP experiments using wild-type V5-RBM41, V5-RBM41 lacking the RRM domain (V5-RBM41(1–258)) or the entire N-terminal region (V5-RBM41(259–413)), as well as V5-RBM41 constructs with alanine substitutions of Gln352 or Phe354 of the conserved YQF triad in the RRM (V5-RBM41-Q352A and V5-RBM41-F354A) (Figure 3C). The Q352A and F354A mutations and deletion of the RRM led to dramatic loss of the U12, U4atac and U6atac interactions (Figure 3D, lanes 8–11), while the V5-RBM41(259–413) construct still showed robust co-immunoprecipitation of all three snRNAs (Figure 3D, lane 12). Notably, while major spliceosome-specific snRNAs (U1, U2, U4, U6) and the shared U5 snRNA were also detected above control IP levels in the V5-RBM41 anti-V5 IP (Figure 3D, lane 8), these were unaffected by the RRM mutations or the truncations, indicating that these IP signals represent nonspecific background rather than specific interactions. Taken together, our RIP experiments show that RBM41 specifically associates with minor spliceosomal snRNPs in the cell and suggest that the snRNP association of RBM41 is primarily mediated through the RRM binding with its target snRNAs.

### RBM41 and U11/U12-65K partition into distinct snRNP complexes

While our *in vitro* binding experiments demonstrated similar RNA-binding properties for RBM41 and U11/U12-65K, the distinct snRNA IP profiles and the lack of sequence similarity outside the RRM suggested functional divergence of the two proteins within the minor spliceosome. As a complementary method to study snRNP complex association of RBM41 and U11/U12-65K, we carried out glycerol gradient fractionation of HeLa nuclear extract and analyzed the sedimentation behavior of the two proteins by western blot and spliceosomal snRNAs by northern blot (Figure 4A). Consistent with our RIP experiments, RBM41 and U11/U12-65K were largely found in different fractions, indicating association with different molecular complexes. RBM41 peak co-migrated with the U12 mono-snRNP (Figure 4A, fractions 8–10), whereas the U11/U12-65K peak co-migrated with the U11/U12 di-snRNP (fractions 12–14). Though the U4atac or U6atac snRNAs did not show clear co-migration with RBM41, a minor fraction of these snRNAs was present in RBM41 peak gradient fractions. Taken together with our RIP data, while the two proteins share similar RNA binding specificity *in vitro*, in the cell they partition into distinct snRNP complexes.

**Figure 4.**
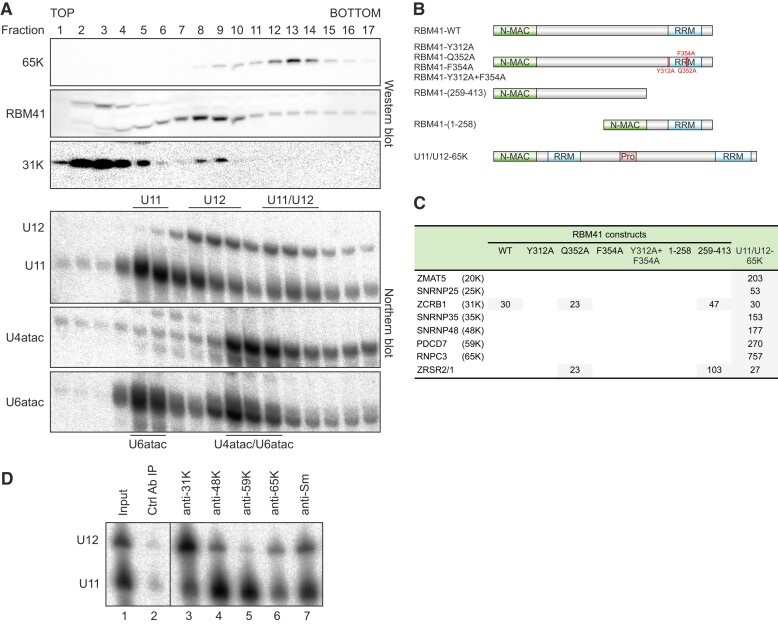
RBM41 and U11/U12-65K partition into distinct snRNP complexes. (**A**) Glycerol gradient analysis of RBM41 and U11/U12-65K in HeLa nuclear extract. Nuclear extract was loaded on top of a 10–30% glycerol gradient. After ultracentrifugation, the gradient was fractionated, protein and RNA isolated and analyzed by western and northern blot using the antibodies and probes indicated on the left. Location of the U11, U12 and U6atac mono-snRNPs, U11/U12 di-snRNP and U4atac/U6atac di-snRNP are inferred based on the snRNA profiles. (**B**) Domain structures of MAC-tagged RBM41 and 65K constructs used for BioID. N-terminal MAC tag is not drawn to scale. (**C**) Spectral count fold changes for U11/U12 di-snRNP proteins in BioID datasets. (**D**) Immunoprecipitation of U11 and U12 snRNAs by anti-31K, anti-48K, anti-59K, anti-65K and anti-Sm antibodies in HEK293 total lysate followed by Northern blot detection of the U11 and U12 snRNAs.

To define the composition and interactions of the RBM41 in the U12 mono-snRNP related to the 65K in U11/U12 di-snRNP, we used proximity-based labeling (BioID) to map the proximity interactors of the two proteins. A panel of RBM41 constructs and a U11/U12-65K construct (Figure 4B), each carrying an N-terminal MAC-tag (consisting of BirA* biotin ligase, hemagglutinin (HA) and StrepIII tags), were integrated into the Flp-In™ T-REx™ 293 cell line, enabling both inducible transgene control (tetracycline) and inducible biotinylation of proteins coming into proximity with the bait protein. Wild-type U11/U12-65K, wild-type RBM41, four RNA binding deficient RBM41 mutants (Y312A, Q352A, F354A, Y312A + F354A) and two RBM41 truncation constructs (1–258 and 259–413) were analyzed (Figure 4B). Western blot analysis with anti-HA antibody confirmed correct expression of MAC-tagged bait proteins (Supplementary Figure S4A), while biotinylation was visualized with avidin-HRP (Supplementary Figure S4B). Immunofluorescence with anti-HA was used to detect localization of the MAC-tagged proteins (Supplementary Figure S5A). MAC-RBM41-WT and MAC-U11/U12-65K proteins showed a predominantly nuclear localization, with MAC-RBM41-WT showing a more prominent cytoplasmic subpopulation. In contrast, MAC-RBM41-(1–258) was almost uniformly distributed between cytoplasm and nucleus, suggesting that deletion of the C-terminal RRM impairs nuclear import of RBM41.

MAC-tagged protein expression was induced with tetracycline in the presence of biotin for 24 h before harvesting of cells. Three independent replicates were analyzed for each cell line using an established BioID pipeline that has been described in detail (34,38). Consistent with its role in U11/U12 di-snRNP, MAC-U11/U12-65K interacted with all 8 minor spliceosome-specific proteins of the U11/U12 di-snRNP complex (Figure 4C, Supplementary Table S4), with its top interactors being U11-59K (PDCD7), U11/U12-20K (ZMAT5), U11-48K (SNRNP48) and U11-35K (SNRNP35). In contrast, MAC-RBM41-WT only interacted with one of the U11/U12 di-snRNP proteins, U11/U12-31K (ZCRB1) (Figure 4C, Supplementary Table S4). This interaction was dependent on a functional RBM41–U12 snRNA interaction as the construct encoding the RRM-only version of MAC-RBM41-(259–413) was still able to support the interaction with U11/U12-31K while the Y312A, F354A and Y312A + F354A RRM mutants and the RRM deletion construct (MAC-RBM41-(1–258)) did not. The Q352A mutant likely retains some residual binding for U12 snRNP, as the BioID signal with U11/U12-31K was reduced but not completely eliminated (see also Figure 5E). Additionally, the loss of the RBM41 N-terminal domain resulted in a strong interaction with ZRSR2/1, which functions in 3′ss recognition of U12-type introns.

**Figure 5.**
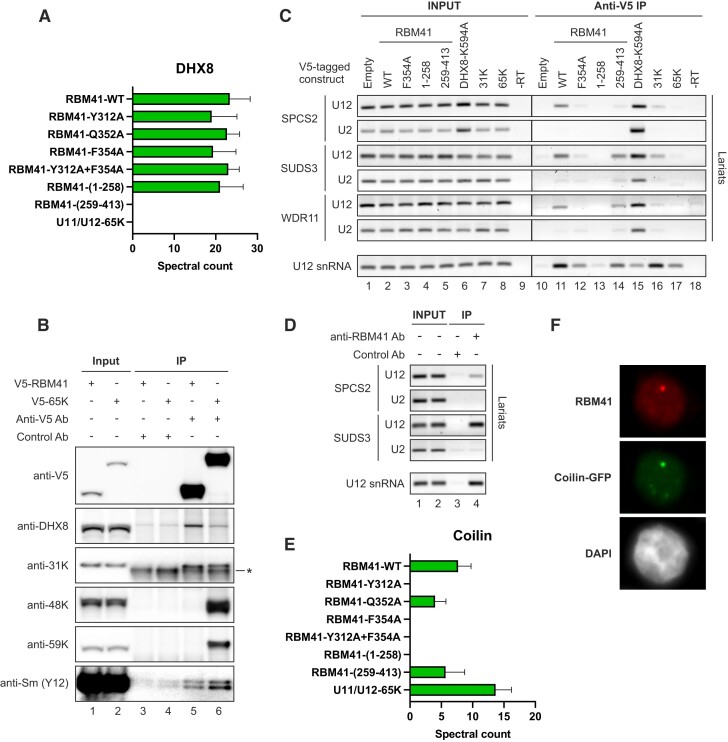
RBM41 interacts with DHX8 and localizes to Cajal bodies. (**A**) Spectral counts for DHX8 in RBM41 and U11/U12-65K BioID datasets. (**B**) Immunoprecipitation with anti-V5 or control antibody followed by western blot in Flp-In™ T-REx™ 293 cell lines expressing V5-RBM41 or V5-65K. The asterisk indicates a non-specific band detected in both control and anti-31K IPs and likely represents cross-reaction of the anti-rabbit secondary antibody with light chain from the IP antibody. (**C**) RNA immunoprecipitation with exogenously expressed V5-tagged proteins followed by RT-PCR. The indicated pCI-neo constructs for expressing V5-tagged proteins or empty pCI-neo vectors were transfected into HEK293 cells. 24 h later, RIP was carried out using anti-V5 antibody and RNA extracted from the beads analyzed by RT-PCR. Amplification across the branch junction was used to detect U2- and U12-type intron lariats and lariat intermediates from the following introns: SPCS2 introns 3–4 (U12) and 2–3 (U2), SUDS3 introns 7–8 (U12) and 9–10 (U2), WDR11 introns 28–29 (U12) and 27–28 (U2). (**D**) RNA immunoprecipitation with endogenous RBM41 in HEK293 cells followed by RT-PCR. (**E**) Spectral counts for coilin in RBM41 and U11/U12-65K BioID datasets. (**F**) Anti-RBM41 immunofluorescence in HEK293 cells transfected with a vector for expressing coilin-GFP.

A further support for the direct or indirect interaction between RBM41 and U11/U12-31K within the U12 mono-snRNP is obtained from glycerol gradient centrifugation which shows that RBM41 and U11/U12-31K proteins cosediment in the same U12 mono-snRNP fractions (Figure 4A, lanes 8–9). Similarly, co-IP experiments show that the endogenous U11/U12-31K is preferentially associated with U12 snRNA, unlike the U11/U12-65K which shows an even co-IP efficiency for both U11 and U12 snRNAs (Figure 4D, cf. lanes 3 and 6). Association of the U11/U12-31K with the mono-snRNP is consistent with direct recognition of 2′*-O-* methylated A8 residue of the U12 snRNA (60). Conversely, the inverted co-IP pattern with U11-48K and U11-59K is consistent with their role as components of both U11 mono-snRNP and the U11/U12 di-snRNP (Figure 4D, lanes 4 and 5). Together, our RIP, glycerol gradient and BioID data show that RBM41 and U11/U12-65K partition into distinct snRNP complexes and are likely to play distinct roles within the minor spliceosome.

### RBM41 interacts with DHX8 and localizes to Cajal bodies

One of the top BioID proximity-labeling hits of MAC-RBM41-WT was the DEAH-box RNA helicase DHX8 (Figure 5A, Supplementary Table S4). The interaction with DHX8 was dependent on the highly conserved N-terminal region of RBM41, while the RRM mutations and deletion of the RRM had no effect. In contrast, no interaction of U11/U12-65K with DHX8 was detected in BioID analysis. The DHX8:RBM41 interaction was also reported in a recently published reciprocal DHX8 BioID dataset (61). To validate these findings, we carried out co-immunoprecipitation experiments in Flp-In™ T-REx™ 293 cell lines expressing V5-RBM41 or V5-65K (Figure 5B). Consistent with BioID, V5-RBM41 co-immunoprecipitated DHX8, while close to background levels of DHX8 were detected in V5-65K immunoprecipitates. Furthermore, both V5-RBM41 and V5-65K co-immunoprecipitated the U11/U12-31K protein at similar levels, consistent with U11/U12-31K associating with both the U12 mono-snRNP and the U11/U12 di-snRNP. Although not detected in BioID, Sm proteins were detected in both V5-RBM41 and V5-65K immunoprecipitates. In contrast, the U11 snRNP and U11/U12 di-snRNP-associated U11-48K and U11-59K proteins were only detected in V5-65K IPs.

DHX8 has not been shown to function in the minor spliceosome. In the major spliceosome, it is recruited before exon ligation, during the transition from C to C* complex (62), and drives the P-to-ILS1 transition presumably by pulling on the ligated exon, leading to its release and dissociation of at least nine proteins (63). We thus hypothesized that RBM41 could have a function in the late stages of minor splicing, possibly in the post-catalytic complexes. To test the association of RBM41 and DHX8 with late-stage minor spliceosomes, we carried out a RIP experiment in HEK293 cells transfected with V5-RBM41, V5-RBM41 mutant and truncation constructs (F354A, 1–258 and 259–413), or V5-tagged DHX8 carrying a helicase mutation (K594A) that stalls splicing in the P complex stage (14,64; Figure 5C). V5-65K and V5-31K were analyzed as controls for U11/U12 proteins. As DHX8 associates with post-branching spliceosomes, we used RT-PCR across branch sites (65,66) to detect U2-type and U12-type lariat intermediates and excised intron lariats in the immunoprecipitates. V5-DHX8-K594A co-immunoprecipitated both U2-type and U12-type lariats from the same genes (Figure 5C, lane 15), suggesting that DHX8 functions in both spliceosomes. In contrast, RBM41 preferentially co-immunoprecipitated U12-type but not U2-type intron lariats (Figure 5C, lane 11). Similar results were obtained when RIP was carried out using an antibody against the endogenous RBM41 protein (Figure 5D). While U11/U12-65K did not co-IP any lariats (Figure 5C, lane 17), the U11/U12-31K showed variable and low levels of lariat co-IP (Figure 5C, lane 16), suggesting that RBM41 BioID hits for DHX8 and U11/U12-31K may be originating from two separate complexes.

Another major interactor of MAC-RBM41-WT in our BioID data was coilin (Figure 5E, Supplementary Table S4), a key scaffolding protein and widely used marker for Cajal bodies. Consistently, we found that endogenous RBM41 localizes to Cajal bodies, as shown by colocalization with coilin-GFP in HEK293 cells (Figure 5F). While U11/U12-65K also interacted with coilin, the nuclear bodies labeled by the anti-RBM41 antibody did not colocalize with endogenous U11/U12-65K (Supplementary Figure S5B). This suggests that U11/U12-65K enters Cajal bodies only transiently. The coilin:RBM41 interaction was dependent on U12 snRNA binding, as mutating or deleting the RBM41 RRM reduced or completely eliminated the interaction, while MAC-RBM41-(259–413) was still able to interact with coilin (Figure 5E). Similarly, anti-HA immunofluorescence staining in BioID cell lines detected nuclear bodies in cells expressing MAC-RBM41-WT, but not in cells expressing any of the RBM41 RRM mutants or MAC-RBM41-(1–258) (Supplementary Figure S5A). This suggests that RBM41 localizes to Cajal bodies in an RNA binding-dependent manner.

### RBM41 is not essential for cell viability but affects the splicing of a subset of U12-type introns

To assess the effect of RBM41 loss on the splicing of the U12-type introns, we generated several independent RBM41 full knockout lines with HEK293 cells using CRISPR-Cas9 editing. The loss of functional RBM41 loci in each of the three X chromosomes in HEK293 cells was confirmed by Sanger sequencing and western blot analyses (Figure 6A; Supplementary Figure S6). The knockout cells were not only viable, but the loss of RBM41 did not lead to any noticeable growth phenotypes. This is consistent with the earlier investigations on human essentialomes that consistently indicated that RBM41 locus is not essential for the cell viability (67,68).

**Figure 6.**
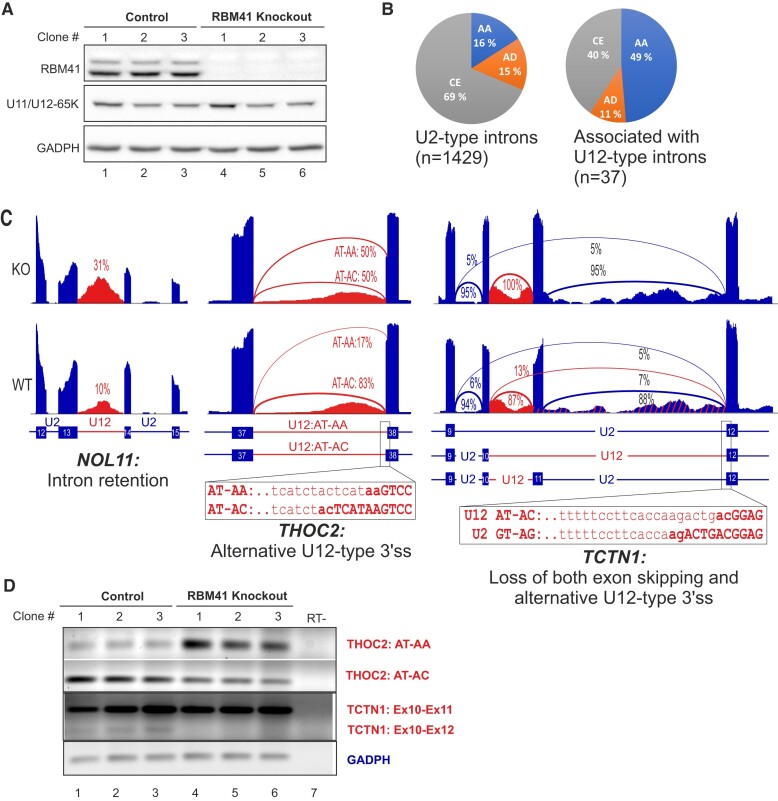
RBM41 knockout influences the splicing of U12-type introns. (**A**) Western blot analysis of RBM41 knockout and matching control cell lines used in the RNAseq analysis. (**B**) Comparison of the statistically significant (Whippet Probability > 0.9) alternative splicing events in the genes containing only U2-type introns and events either within or near proximity (immediate up- or downstream exons and introns) of the U12-type introns. AA - alternative acceptor, AD – alternative donor, CE – core exon. (**C**) Representative sashimi plots showing Intron retention (*NOL11*), Alternative U12-type 3′ss choice (*THOC2*) and loss of both exon skipping and alternative U12-type 3′ss usage in RBM41 knockout cells (*TCTN1*). The percentages refer to the intron retention levels (*NOL11*), the alternative 3′ splice usage levels (*THOC2*) or exon skipping levels (*TCTN1*) as indicated by the arches in the Sashimi plot. (**D**) Validation of the *THOC2* and *TCTN1* alternative splicing changes using a set of three independent RBM41 knockout cell lines and their matching controls.

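The AT-AC 3′ splice site of THOC2 intron 37 was used less often in RBM41 knockout lines than in control lines, and TCTN1 exon 11 was included more often. THOC2 encodes a subunit of the THO complex, which acts in mRNA export. Its intron 37 is a U12-type intron, and splicing to the AT-AC site keeps 6 nt of exon 38 (hg38, X:123610958–123610963) in the mRNA. Inclusion of these 6 nt was 46.1% ± 7.25 (SD, n = 3 knockout lines) against 81.3% ± 3.48 (SD, n = 3 control lines). TCTN1 encodes tectonic 1, a protein of the transition zone of the primary cilium. Its exon 11 (12:110642249–110642389, 141 nt) was included at 95.1% ± 4.31 (SD, n = 3) in knockout lines and at 80.1% ± 5.04 (SD, n = 3) in control lines. The U12-type intron in front of that exon has a second 3′ splice site 2 nt upstream, and inclusion of these 2 nt was 49.5% ± 10.5 (SD, n = 3) and 33.2% ± 5.44 (SD, n = 3). The authors' deposited table gives that event a probability of exactly 0.9, which is not above their threshold. The paper's figure legend describes a loss of alternative U12-type 3′ splice site use at TCTN1 in knockout cells. Use of the site 2 nt upstream rose instead, and which TCTN1 site the legend means is not stated. At TCTN1 exon 12, a 4 nt alternative acceptor node (12:110644967–110644970) was included at 93.7% ± 6.30 (SD, n = 3) in knockout lines and at 81.9% ± 4.11 (SD, n = 3) in control lines. The nearest 3′ end of a listed U12-type intron lies 2 nt from a splice site of this node. In each of these 4 events all knockout lines lay on one side of all control lines (exact permutation test, two-sided, p = 0.1, the smallest p that 3 lines against 3 allow). NOL11, which encodes a protein of the small-subunit processome in ribosome assembly, retains intron 14 (17:67738356–67738931), a GT-AG intron of 576 nt that ends in AGTACGATTTTCCTTTAGTCCTAAG. As a Whippet retained intron event, it was included at 14.3%, 12.5% and 7.58% in knockout replicates 1, 2 and 3. In control replicate 1 it was listed at 0, and in control replicates 2 and 3 it was at 1.96% and 6.67%. The depth behind each fraction is unknown, since the deposited tables give no reads per event.

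**Figure D1:**
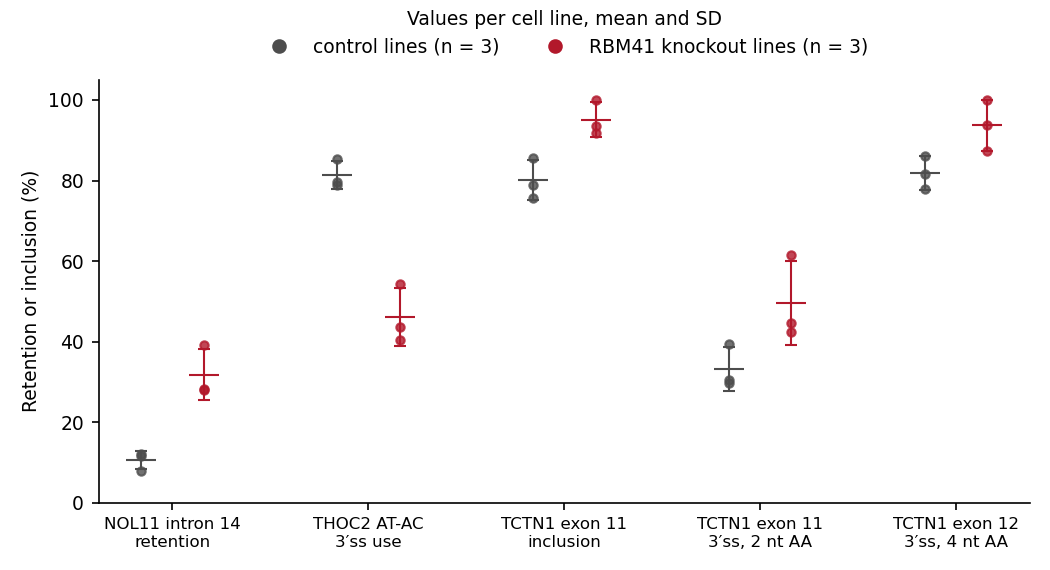
Values of NOL11 intron 14 (retention, from the intron retention table), THOC2 and TCTN1 (inclusion, from the Whippet table) in percent on the vertical axis. Each point is 1 cell line, the wide bar the group mean and the whiskers the SD (n = 3); the THOC2 knockout lines lie between 40.3% and 54.2% and the control lines between 79.0% and 85.3%.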

To analyze the effects of RBM41 knockout on splicing we carried out RNAseq analysis of three independent knockout cell lines and matching unedited lines. 

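RNA of HEK293 cells, an established human cell line, was sequenced from 3 RBM41 knockout lines and 3 unedited control lines, with 1 library per line. Supplementary Table S5 lists 41397851, 35908403 and 51035603 read pairs for knockout replicates 1, 2 and 3, of which 38022557, 32984894 and 47177980 mapped to 1 place in the genome. Control replicates 1, 2 and 3 had 38579940, 61851380 and 43941323 read pairs, of which 35200910, 56737981 and 40013518 mapped to 1 place. Ribosomal RNA was depleted before the authors made stranded libraries, and they mapped the paired reads to hg38 with STAR and GENCODE annotation. They scored intron retention with IRFinder-S, compared the groups with the SUPPA2 wrapper, and scored alternative splicing nodes with Whippet. The deposited retention table holds 67523 introns and gives for each library the fraction of transcripts that retain the intron, with an unadjusted p per intron. The deposited Whippet table holds 2380 events, all at a probability of 0.9 or more, with the fraction of transcripts that include the node in each library. Neither table gives the reads behind a fraction, so the depth behind a single value is unknown. The share of introns listed at 0 was 24.5%, 48.0% and 18.2% in knockout replicates 1 to 3 and 42.5%, 17.3% and 33.1% in control replicates 1 to 3. Where a library is listed at 0, the value of each library is given in place of a mean. From these tables, U12-type introns were identified by the coordinates of Supplementary Table S8, which matched 357 introns of 340 genes. An intron was called at a deposited p under 0.05, and an event at a probability above 0.9 with a change of more than 0.05 in the fraction, the thresholds of the paper's methods for events. All differences are knockout minus control. Retention of U12-type introns was also compared with limma on log2(fraction + 0.01), and named items with an exact permutation test. The tables hold no expression level of RBM41, so the loss of its mRNA or protein was not measured in them.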

Subsequent bioinformatics analysis concentrated on U12-type intron retention and alternative/cryptic splice site activation with the U12-type intron containing genes. 

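NOL11 intron 14 was retained at 31.8% ± 6.29 (SD, n = 3) in RBM41 knockout lines and at 10.6% ± 2.23 (SD, n = 3) in control lines, the largest rise among U12-type introns called at a p under 0.05 in the authors' deposited table. Retention was also higher in all knockout lines than in any control line for RMC1 and RNF123, and lower for SETD1B, MYSM1 and SLC66A1. In all, 37 of the 357 U12-type introns (10.4%) were called, 23 higher in knockout lines and 14 lower, and the same rule called 2219 of 67166 U2-type introns (3.30%, Fisher's exact test, two-sided, odds ratio 3.38, p = 1.65e-09). Introns of 1 gene are not independent, so this p describes the table and not the cell lines. Draws of U2-type introns matched on mean retention, a comparison chosen after its result was seen, gave a mean of 21.3 called introns (upper limit 30). The excess over matched introns was thus smaller than over all U2-type introns. No deposited p exceeds 0.498, the scale of a one-sided test, and with p doubled, a setting chosen after the data were seen, 8 U12-type introns were higher and 7 lower (odds ratio 3.37 against U2-type introns, Fisher's exact test, two-sided, p = 8.52e-05).
DNA2 encodes a nuclease-helicase of DNA replication, and its AT-AC intron 20 (10:68415108–68416708) was at 62.2% ± 12.5 against 43.1% ± 15.7 (SD, n = 3 lines each). RMC1 encodes a subunit of a complex of late endosomes, and its intron 11 (18:23524175–23524428), with GT-GG ends, was at 22.0% ± 8.21 against 8.39% ± 1.19 (SD, n = 3 each). RNF123 encodes a ubiquitin ligase, and its intron 15 (3:49700710–49701490) was at 22.8% ± 6.92 against 12.5% ± 3.68 (SD, n = 3 each). In ODR4, an endoplasmic reticulum protein gene, intron 5 was at 34.2% ± 9.91 against 19.9% ± 10.6 (SD, n = 3 each). Intron 3 of TMEM41B, which encodes a lipid scramblase, was at 24.8% ± 10.7 against 11.9% ± 4.24 (SD, n = 3 each). Intron 1 of ZFC3H1, a gene of nuclear RNA decay, was at 24.2% ± 8.87 against 11.4% ± 3.56 (SD, n = 3 each). Single lines of the groups overlapped in DNA2, ODR4, TMEM41B and ZFC3H1.
The largest decrease was in intron 7 of SLC66A1, a lysosomal amino acid transporter gene (1:19327413–19328571), with 31.5% ± 1.72 in knockout lines and 49.9% ± 12.5 in control lines (SD, n = 3 each). Intron 3 of MYSM1, which encodes a histone deubiquitinase (1:58690418–58692860), was at 22.9% ± 3.28 against 40.1% ± 12.3 (SD, n = 3 each). The AT-AC intron 12 of SETD1B, a histone methyltransferase gene (12:121823750–121825199), was at 55.1% ± 12.1 against 72.1% ± 1.74 (SD, n = 3 each). NAA60, which encodes an acetyltransferase, had intron 6 at 30.2% ± 3.55 against 43.8% ± 11.7 (SD, n = 3 each), with overlapping groups. PEX16, a peroxisome assembly gene, had intron 7 at 6.06% and 14.8% in knockout replicates 1 and 3, listed at 0 in replicate 2, and at 21.1%, 19.4% and 25.6% in the control lines. In TEPSIN, an adaptor gene, intron 2 was listed at 0 in knockout replicates 1 and 2 and was at 12.0% in replicate 3, against 6.67%, 31.2% and 19.0% in the control lines. CUEDC1 intron 8 was at 12.4% and 15.1% in knockout replicates 1 and 3 and listed at 0 in replicate 2, against 24.5%, 22.3% and 14.6%.
Knockout and control lines did not overlap in 19 of the 37 called introns, among them NOL11, RMC1, RNF123, PEX16, SETD1B, MYSM1 and SLC66A1 (exact permutation test, two-sided, p = 0.1, the smallest that 3 lines against 3 allow). These 37 introns were already selected for a difference between the groups. The share without overlap was 12.3% of all U12-type introns (44 introns) and 6.71% of U2-type introns, and in the other 9 splits of the libraries into 3 and 3 it was 19 to 50 U12-type introns. Chance gives 10% for 3 against 3, and values tied at 0 lower that share, so the U12-type share lies near it. By limma, NOL11 had a log2 fold change of 1.51 on the log2(fraction + 0.01) scale (standard error 0.22, adjusted p = 0.136 over the U12-type introns), which does not pass 0.05. With Benjamini-Hochberg adjustment over the U12-type introns, NOL11 alone had an adjusted p under 0.05 from the p of the authors' deposited table, where its p is listed as 0, and the next intron was at 0.178. The called introns were higher in 62.2% of cases for U12-type and 62.8% for U2-type introns (Fisher's exact test, two-sided, p = 1), and the mean change in the fraction over all introns was 0.00256 and 0.00238 (permutation test, two-sided, p = 0.890). Of AT-AC introns, 11 of 84 (13.1%) were called, 9 of them higher, and of GT-AG introns 22 of 253 (8.70%), 10 of them higher (Fisher's exact test, two-sided, p = 0.288).

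**Figure D2:**
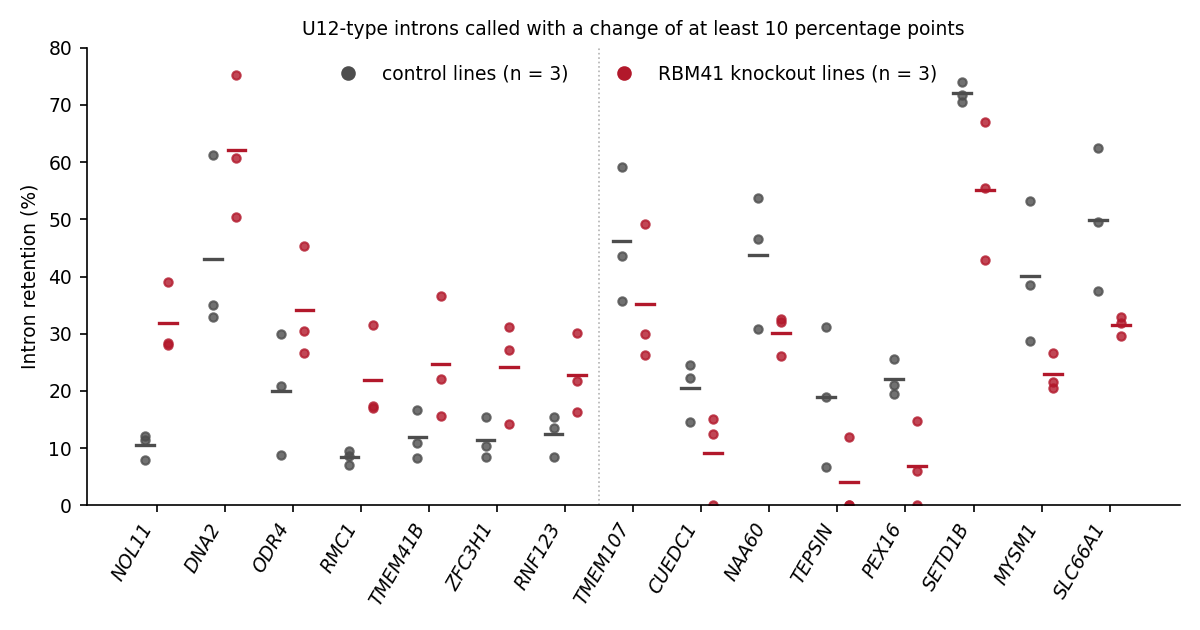
Intron retention in percent on the vertical axis for the 15 U12-type introns called with a change of at least 10 percentage points, higher in knockout lines to the left of the dotted line and lower to its right. Each point is 1 cell line and each bar a group mean (n = 3); the NOL11 knockout lines lie between 28.0% and 39.1% and the control lines between 8.01% and 12.2%.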

Intron retention analysis revealed weak splicing defects in the knockout cell lines for a small subset of genes (14 genes), such as the *NOL11* (Figure 6C; Supplementary Table S6), but also identified 15 genes that instead showed the opposite, that is, a reduction in the read levels mapping to the U12-type introns (Supplementary Table S6). Additionally, we investigated alternative splice donor (AD), splice acceptor (AA) and core exon (CE) usage. We further focused on the events within the U12-type introns and the surrounding exons and introns as these are the potential direct targets of RBM41 knockdown. We detected a total of 37 statistically significant alternative splicing events in 26 genes, as several genes showed multiple AS events being activated as a result of RBM41 knockout (Supplementary Table S7). Of these, the most notable were the ∼3-fold enrichment in alternative 3′ss (AA) usage (Figures 6B–D; *P*= 3.4 × 10^−6^, hypergeometric test) and the 1.7-fold reduction in core exon (CE) events (Figures 6B–D; *P*= 1.2 × 10^−4^, hypergeometric test) when compared to the alternative splicing events detected in genes containing only major introns. 

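THUMPD2, TMEM107, TSPAN31 and SRSF10 each had a pair of events or more that separated RBM41 knockout lines from control lines. In THUMPD2, inclusion of a 48 nt alternative donor node of exon 3 (2:39769710–39769757) was 89.6% ± 2.35 (SD, n = 3) in knockout lines and 51.3% ± 6.99 (SD, n = 3) in control lines. A 98 nt alternative acceptor node in THUMPD2 intron 3 was included at 43.1% ± 5.12 against 17.6% ± 1.45 (SD, n = 3 each). TMEM107 encodes a protein of the ciliary transition zone, and its exon 3 (17:8175757–8175857) was included at 76.8% ± 13.8 against 41.1% ± 10.7 (SD, n = 3 each). TMEM107 exon 2 was at 78.4% ± 12.6 against 51.1% ± 8.60, and a 21 nt donor node of exon 4 at 71.1% ± 18.5 against 38.2% ± 11.3 (SD, n = 3 each). In TSPAN31, a tetraspanin gene, a core exon node and the alternative donor node next to it had the same values, 95.5% ± 1.89 against 79.6% ± 3.73 (SD, n = 3 each). In SRSF10, which encodes an SR-like splicing regulator, a 60 nt donor node (1:23978653–23978712) was at 20.3% ± 0.404 against 11.0% ± 2.14 (SD, n = 3 each). Other core exon events were higher in CCDC43, at 92.0% ± 4.26 against 79.5% ± 4.30, and in ZDHHC16, at 91.6% ± 2.48 against 81.3% ± 7.41 (SD, n = 3 each). VAC14 and E2F3 had alternative acceptor events, VAC14 at 86.5% ± 4.62 against 97.2% ± 1.48 and E2F3 at 92.2% ± 7.90 against 77.6% ± 8.02 (SD, n = 3 each). All the events named so far had non-overlapping groups (exact permutation test, two-sided, p = 0.1 each, the smallest that 3 against 3 allow). Core exon events of ALG8 and DIAPH2 did not separate the groups. DIAPH2 node 14 was listed at 0 in knockout replicate 1 and was at 100% and 74.9% in replicates 2 and 3, with all control lines at 100% (exact permutation test, p = 0.4). ALG8 node 25 was at 35.6%, 100% and 21.8% in knockout replicates 1, 2 and 3 and at 100% in all control lines (exact permutation test, p = 0.4). Past a probability above 0.9 and a change above 0.05 in the fraction, 36 events of 26 genes lay near U12-type introns, 22 with higher inclusion in knockout lines and 14 with lower. Of these 36 events, 27 (75%) had non-overlapping groups, against 57.9% of the events of genes with U2-type introns only. Both shares are of events already selected for a difference between the groups. An event without a value in some library was judged on the values present, which makes non-overlap easier, so the shares may not be alike in this. The events near U12-type introns were those of Supplementary Table S7, matched by gene and node.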

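Alternative 3′ splice sites (AA) made up 17 of the 36 events near U12-type introns (47.2%), in genes such as THOC2, VEZT, SRSF10 and VAC14, and 225 of the 1410 events of genes with U2-type introns only (16.0%). Core exons (CE), as in TMEM107, ALG8 and CCDC43, made up 15 of the 36 events (41.7%) and 970 of the 1410 (68.8%). Alternative donors (AD), as in THUMPD2 and TSPAN31, made up 4 (11.1%) and 215 (15.2%). The AA share was 2.96-fold higher near U12-type introns (odds ratio 4.71, exact hypergeometric test, upper tail, p = 1.58e-05), and the CE share was 1.65-fold lower (odds ratio 0.324, exact test, lower tail, p = 8.22e-04). The AD share did not differ past the threshold (exact hypergeometric test, lower tail, p = 0.343). The test drew the events near U12-type introns from those events and the events of genes with U2-type introns only together. The 3 shares sum to the whole, so a larger AA share by itself lowers the others. The CE test is therefore not a result apart from the AA test. Among events other than AA, CE and AD numbered 15 and 4 near U12-type introns. In genes with U2-type introns only they numbered 970 and 215. Several events come from 1 gene, such as the pair of CE nodes of ALG8, and are not independent, so p describes the events and not the cell lines. The U12-type host genes also had 53 events away from the U12-type intron, and 4 of these were AA (7.55%). Against these, the AA share near U12-type introns had an odds ratio of 11.0 (Fisher's exact test, two-sided, p = 2.35e-05). The AD share had an odds ratio of 0.317 against the same events (exact hypergeometric test, lower tail, p = 0.0439), which passes 0.05. That p is one-tailed, and the larger AA share near U12-type introns lowers the AD share by itself, so it does not show fewer AD events. Among events other than AA, AD and CE numbered 4 and 15 near U12-type introns, and 15 and 34 away from them. With AA nodes of up to 6 nt left out of both groups, a setting chosen after the data were seen, 25 events near U12-type introns remained, 6 of them AA (24.0%), and the odds ratio was 2.55 (exact hypergeometric test, p = 0.0535). The CE share under that setting had an odds ratio of 0.560 (exact hypergeometric test, p = 0.117), so neither difference passed 0.05. Leaving out AA events raises the CE share by itself, so the CE value is no separate test of core exons. The AA events near U12-type introns were also smaller than those of genes with U2-type introns only, with a median absolute change of 0.106 in the fraction against 0.216 (permutation test of the means, two-sided, p = 0.00232, adjusted p = 0.00696 over the 3 event types).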

Notably, most of the identified alternative 3′ss events (13/18) affected the U12-type intron 3′ss choice (Supplementary Table S6), suggesting that the loss of RBM41 has a weak, but nevertheless statistically significant effect on the splicing of a subset of U12-type introns.

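Of the 18 AA events of Supplementary Table S7, 13 lay at the 3′ splice site of a U12-type intron, and THOC2 changed most, with 35.2 percentage points less use of its AT-AC site in RBM41 knockout lines. At THOC2 the reference sequence is TGTTTTCCCTTAATTTGTCATCTAC in front of the node, TCATAA for the 6 nt of the node and GTCCTCGG after it. Splicing in front of the node uses an AT-AC pair of ends, and splicing behind it an AT-AA pair. SRSF10, an SR-like splicing regulator, used a site that ends in AG, 3 nt upstream of its AT-AC site, more often in knockout lines, at 26.5% ± 1.91 (SD, n = 3) against 15.3% ± 1.93 (SD, n = 3). The AG site is listed as the end of a GT-AG intron. The 60 nt SRSF10 donor node named above begins at the 5′ end of the AT-AC intron and is followed by a GT site. Whether the donor and acceptor events of SRSF10 are 1 joint change was not tested. The sequence around the SRSF10 node (1:23975078–23975080) is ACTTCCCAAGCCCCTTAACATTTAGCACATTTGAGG. In VEZT, which encodes an adherens junction protein, the AT-AC site in front of a 4 nt node (12:95274742–95274745) was used at 77.3% ± 9.18 in knockout lines and 90.2% ± 3.88 in control lines (SD, n = 3 each). THOC2, SRSF10 and VEZT each had non-overlapping groups (exact permutation test, two-sided, p = 0.1 each, the smallest that 3 against 3 allow). CRYZL1, C14orf93 and ELP3, the last chosen after its values were seen, had overlapping groups. In CRYZL1 a 4 nt node was at 36.5% and 32.7% in knockout replicates 1 and 3 and listed at 0 in replicate 2, against 9.68% and 9.35% in control replicates 2 and 3 and 0 in replicate 1. In C14orf93 a 6 nt node was listed at 0 in knockout replicate 1 and was at 62.5% and 79.7% in replicates 2 and 3, against 16.7%, 39.9% and 46.7% in the control lines. Inclusion was higher in knockout lines in 5 of the 13 events and lower in 8. The node was 1 to 24 nt long, with a median of 4 nt, and 11 of the 13 (84.6%) were of 6 nt or less. The AA nodes of genes with U2-type introns only had a median of 20 nt, with 34.7% at 6 nt or less. From the share of alternative 3′ splice site events at U12-type introns, the paper proposes a weak effect of RBM41 loss on the splicing of some of them. The paper also followed the THOC2 and TCTN1 changes by RT-PCR in 3 further knockout lines with their controls. Those lines are not among the libraries used here.

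**Figure D3:**
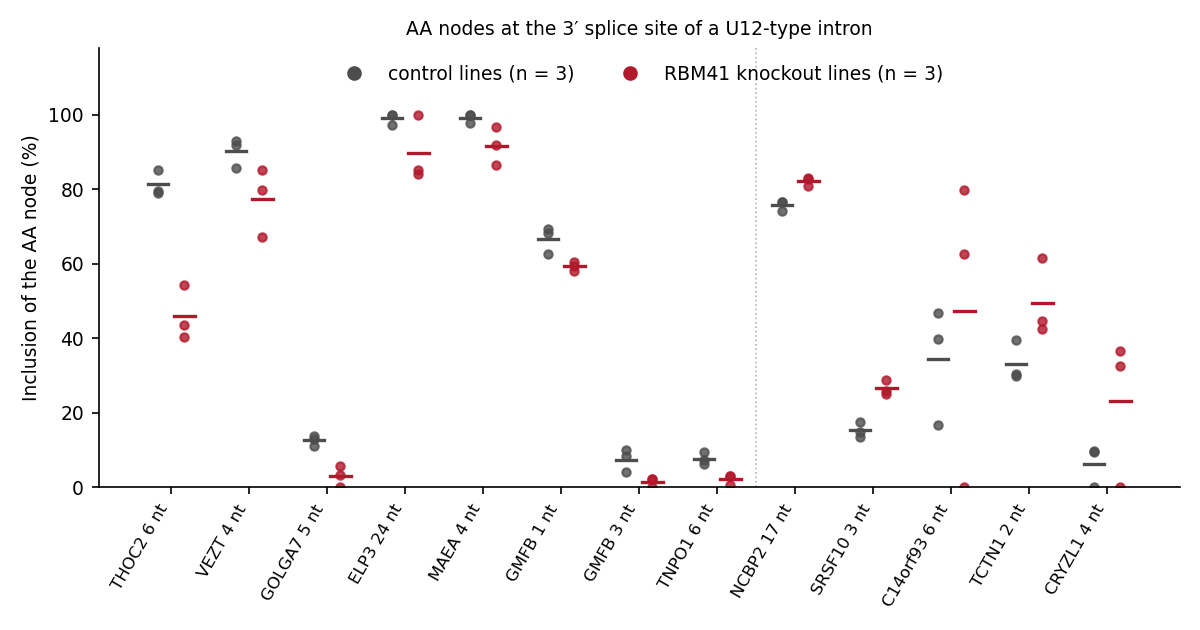
Inclusion in percent, on the vertical axis, of the 13 AA nodes at the 3′ splice site of a U12-type intron, with gene and node length below, lower in knockout lines to the left of the dotted line and higher to its right. Each point is 1 cell line and each bar a group mean (n = 3); the THOC2 lines show the widest gap and the C14orf93 knockout lines the widest spread, from 0 to 79.7%.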

## Discussion

In this work, we have expanded the repertoire of unique protein components specific to minor spliceosome by providing evidence that RBM41 functions in post-splicing steps of the minor spliceosome assembly/disassembly cycle. RBM41 shows a similar phylogenetic co-evolution pattern as several other minor spliceosome components (Figure 1E) and it has earlier been annotated as a paralog of the U11/U12-65K protein, due to the highly similar C-terminal RRMs found in the two proteins. Here, we show that the C-terminal RRM of RBM41 binds to the 3′-terminal stem-loops of U12 and U6atac snRNAs both *in vitro* and *in vivo*. Compared to the U11/U12-65K C-terminal RRM, RBM41 has approximately 2× lower affinity to its RNA ligands. We further show that unlike U11/U12-65K, which is a component of the U11/U12 di-snRNP, RBM41 associates with a distinct U12 mono-snRNP. Both U12 mono-snRNP and U11/U12 di-snRNP complexes have been described previously (11,20,69), but the function or composition of the U12 mono-snRNP has not been studied further. Here, our ultracentrifugation and BioID analysis provides evidence that the U12 mono-snRNP is a distinct functional complex in the minor spliceosome and contains, in addition to RBM41, the U11/U12-31K (ZCRB1) protein as the specific protein components. Additionally, we show that RBM41 associates specifically with excised U12-type intron lariats and uses its unique N-terminal domain to interact with the DHX8 helicase, and likely cycles through the Cajal bodies. Together, our data suggests that the two paralogous proteins have distinct functions in U12-type intron splicing with U11/U12-65K functioning in the early steps of U12-type intron recognition and RBM41 in the post-splicing steps and during minor spliceosome disassembly (Figure 7).

**Figure 7.**
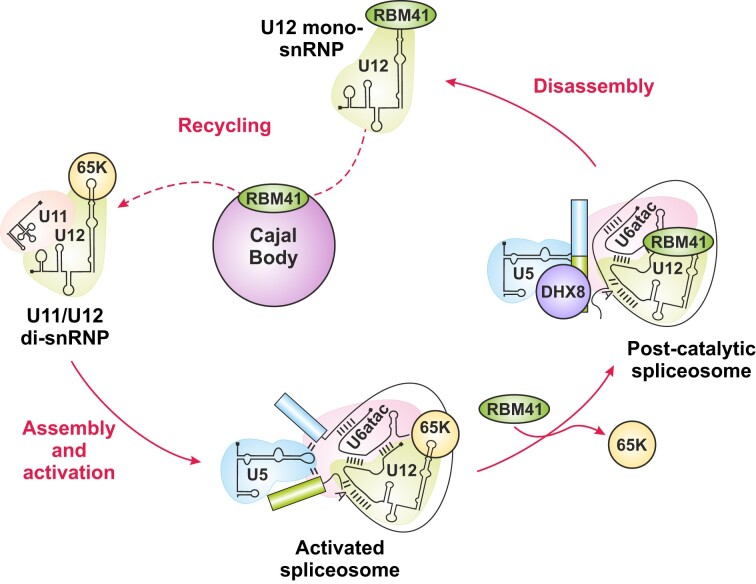
A model of the dynamic exchanges between RBM41 and 65K binding to U12 snRNA during the splicing cycle. In the U11/U12 di-snRNP, the 3′-terminal stem-loop is bound by U11/U12-65K, which mediates the connection between the U11 and U12 snRNPs. U11/U12-65K likely remains bound to the stem-loop throughout minor spliceosome assembly and activation but is exchanged for RBM41 during or after the catalytic steps of splicing. After spliceosome disassembly, RBM41 remains bound to the post-spliceosomal U12 mono-snRNP and accompanies it to Cajal bodies. During U11/U12 di-snRNP recycling, which likely takes place in Cajal bodies, RBM41 is again replaced by U11/U12-65K at the 3′-terminal stem-loop.

Our results highlight the role of the 3′ stem-loop of U12 snRNA in the minor spliceosome assembly-disassembly cycle. The significance of the 5′ end of the U12 snRNA has long been recognized due to its function in the BPS recognition and the interactions with the U6atac snRNA in the catalytic core of the minor spliceosome (70). In contrast, the 3′-terminal stem-loop of the U12 snRNA has appeared as a static binding site for the U11/U12-65K protein, necessary for the formation of the U11/U12 di-snRNP. Our identification of RBM41 binding to the 3′-terminal stem–loop during minor spliceosome disassembly suggests more dynamic recognition events where the 3′-terminal stem-loop serves as a platform for the two paralogous proteins which guide the U12 snRNA though the minor spliceosome assembly and disassembly cycle. The previously characterized steps include the recognition of the 3′-terminal stem–loop of the U12 snRNA by the U11/U12-65K protein, which uses its N-terminus to interact with the U11-59K protein (22) to form the U11/U12 di-snRNP, which in turn is necessary for the U12-type intron recognition (12). Furthermore, during the formation of the catalytically active spliceosome (B^act^ complex) the U11/U12-65K protein remain attached to the B^act^ complex (presumably to the 3′-terminal stem-loop), while U11 snRNP and all the other specific protein components of the di-snRNP are released from the activated spliceosome (8). Our data indicate that later in the splicing process there is an exchange in the 3′-terminal stem-loop binding partner from U11/U12-65K to RBM41 which can be detected in post-splicing complexes containing excised minor intron lariats, and which is also in close proximity with the DHX8/hPrp22 helicase. Together these results suggest that RBM41 is present in the minor spliceosome post catalytic (P) and intron lariat spliceosome (ILS) complexes. Furthermore, proximity labeling of Cajal body marker coilin (Figure 5E; (61) and co-localization of RBM41 and coilin in Cajal bodies (Figure 5F, Supplementary Figure S5) suggests that RBM41 remains bound to the U12 snRNA during the entire spliceosome disassembly process and follows the snRNA to the Cajal body. This is the likely location for a new round of assembly of the U11/U12 di-snRNP complex. The association of U11/U12-31K with both the U12 mono-snRNP and U11/U12 di-snRNP (Figures 4A, C, D) suggests that it remains bound with U12 snRNA (60) in the new round of U11/U12 di-snRNP assembly initiated by the exchange from RBM41 to U11/U12-65K.

RBM41 and U11/U12-65K proteins interact with both U12 and U6atac 3′ terminal stem-loops *in vitro* and *in vivo*. However, the U12 interactions appear more significant, given the sensitivity of U12-type intron splicing to mutations in the U12 single-stranded loop and the insensitivity to U6atac loop mutations (27,71). Furthermore, an 84C > U mutation that compromises the U12 3′-terminal stem-loop integrity leads to early onset cerebellar ataxia due to overtrimming of the 3′-terminal stem-loop which removes the binding site of the U11/U12-65K and RBM41 proteins (36,72). Similarly, the U11/U12-65K P474T mutation associated with isolated growth hormone deficiency has been shown to reduce the U11/U12 di-snRNP levels due to a folding defect of the U11/U12-65K C-RRM, which reduces its affinity to the 3′-terminal stem-loop (24,25). However, in that case the potential additional effects on U6atac binding *in vivo* or on the recycling of the U12 snRNA have not been ruled out.

Our data portrays a somewhat conflicting view on the significance of the RBM41 and the need for a specific protein factor(s) for the minor spliceosome disassembly process. The strong sequence conservation observed with the domains of RBM41 that interact either with the U12 snRNA or DHX8 (Supplementary Figure S2) suggests a strong selection pressure at the organismal level to maintain these interactions. This is reflected in phylogenetic co-occurrence in multiple evolutionary lineages (Figure 1E), though we note that the locus encoding RBM41 is more frequently absent in multiple evolutionary lineages than several other components of the minor spliceosome. On the other hand, both our knockout data (Figure 6A) and data from essentialomes (67,68) indicate that RBM41 is dispensable at least at the cellular level. Based on the weak, yet statistically significant effects of RBM41 knockout in human HEK293 cells specifically on 3′ss selection of U12-type introns (Figure 6B–D), we hypothesize that while RBM41 is dispensable at the cellular level, it may nevertheless be able to exert a weak kinetic effect on splicing in addition to later participating in the disassembly process. The effect on 3′ss choice is similar to that observed after major spliceosome catalytic step II factor knockdowns, which similarly influence the 3′ss choice, particularly with NAGNAG introns (73), further suggesting that the exchange from the U11/U12-65K to RBM41 may take place prior to step II. However, given that our BioID analysis did not provide supporting evidence for this possibility, it is also possible that the exchange from U11/U12-65K to RBM41 takes place at a later step and the effects on minor intron splicing are secondary effects of downstream processes being disturbed. Finally, while RBM41 protein is not absolutely needed for cell viability or splicing in the highly proliferative cell types used in essentialome and our knockout studies, it may provide selective advantage in specific cell types or in the context of whole organisms to account for the observed evolutionary conservation.

RBM41 may also play a role in substituting structures or interactions that are present in the major but not in the minor spliceosome. Specifically, the human minor B^act^ complex lacks several key protein components that are present in the major B^act^ complex. These include NTC complex proteins (PRPF19, SPF27 and SYF1), NTR complex proteins (BUD31 and RBM22), SF3a complex, and phosphoprotein isomerases (PPIL1 and CypE). Conversely, the minor B^act^ complex contains four unique proteins RBM48, ARMC7, SCNM1 and CRIPT that are not present in the major B^act^ complex (8,30,31). At least a subset of these differences in protein composition can be explained by the presence of distinct snRNA components in the two spliceosomes which influences the availability of the specific RNA elements for the binding of protein factors. For example, U6atac snRNA lacks the 5′ stem-loop structure which is present in U6 snRNA and recognized by the BUD31 and RBM22 proteins in major B^act^ complex. Instead, in minor B^act^ these proteins are replaced by RBM48 and ARMC7 proteins binding to the γ-monomethyl cap of U6atac snRNA (8). Similarly, as the U11/U12 di-snRNP lacks the SF3a complex (19) that is present both in the 17S U2 snRNP and the major B^act^ complex (74,75), the functions of SF3a in minor B^act^ has been taken over by the SCNM1, a unique protein component of the minor spliceosome (8). In this respect the absence of CypE and SYF1 from the minor B^act^ (8) is intriguing as those are loaded to major B^act^ and are later involved in post-spliceosomal complex transitions (63,64). From the available limited structural information, we hypothesize that there may be similar differences in the post-spliceosomal complex composition between the two spliceosomes such that RBM41 may substitute some of the major spliceosome structures and /or interactions that are missing from the minor spliceosome. Testing of this hypothesis would require similar high-resolution structures of the post-splicing minor spliceosome complexes that are available for the major spliceosome.

Unique protein components in the minor spliceosome can also offer potential opportunities for differential regulation of the two spliceosomes. Given the function of RBM41 in the post-splicing complexes, the regulation of minor intron splicing via RBM41 abundance or activity is unlikely. However, earlier work has nevertheless provided evidence of translational regulation of RBM41 via differential 3′ UTR isoform usage (76), particularly during neuronal development (77). As the abundance of U11/U12-65K is also regulated by a feedback/cross-regulation pathway, particularly during neuronal differentiation (78,79), it is possible that the cellular levels of RBM41 protein are similarly linked to the abundance of minor spliceosome components or to global regulation of mRNA processing pathways.

## Supplementary Material

gkae070_Supplemental_Files

## Data Availability

The RNAseq data generated in this study is available at NCBI Gene Expression Omnibus (GEO) with accession number GSE246283 and the mass spectrometry data at MassIVE with dataset ID MSV000092983.

# Supplementary material for: Distinct functions for the paralogous RBM41 and U11/U12-65K proteins in the minor spliceosome
**Source:** Nucleic Acids Res. 2024 Mar 18;52(7):4037–52. doi: 10.1093/nar/gkae070
**Supplement:** gkae070_Supplemental_Files

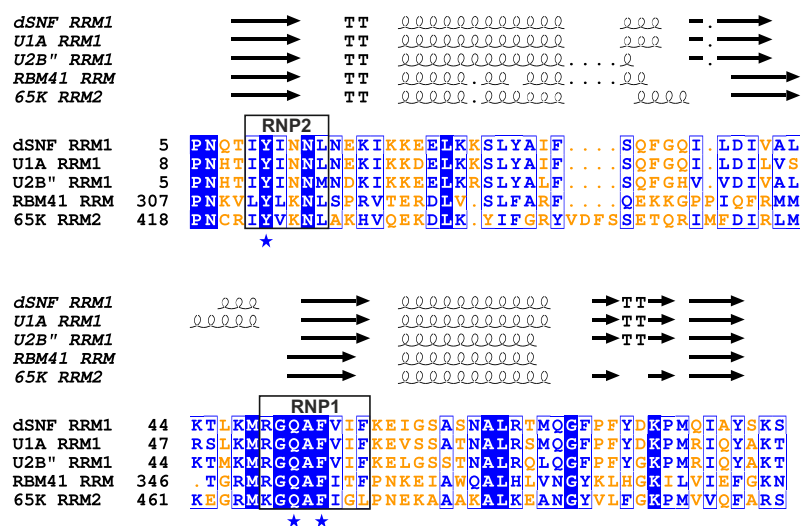

Supplementary Figure 1. Multiple sequence alignment of human RBM41, U11/U12-65K, U1A, U2B'' and *Drosophila melanogaster* SNF (sans fille) RNA recognition motifs. Alignment was carried out using MAFFT and visualized using ESPript 3.0. Protein secondary structure information was extracted from the following PDB structures: 6F4I, 1NU4, 1A9N, 2CPX, 5OBN. The conserved YQF triad residues are indicated with blue stars.

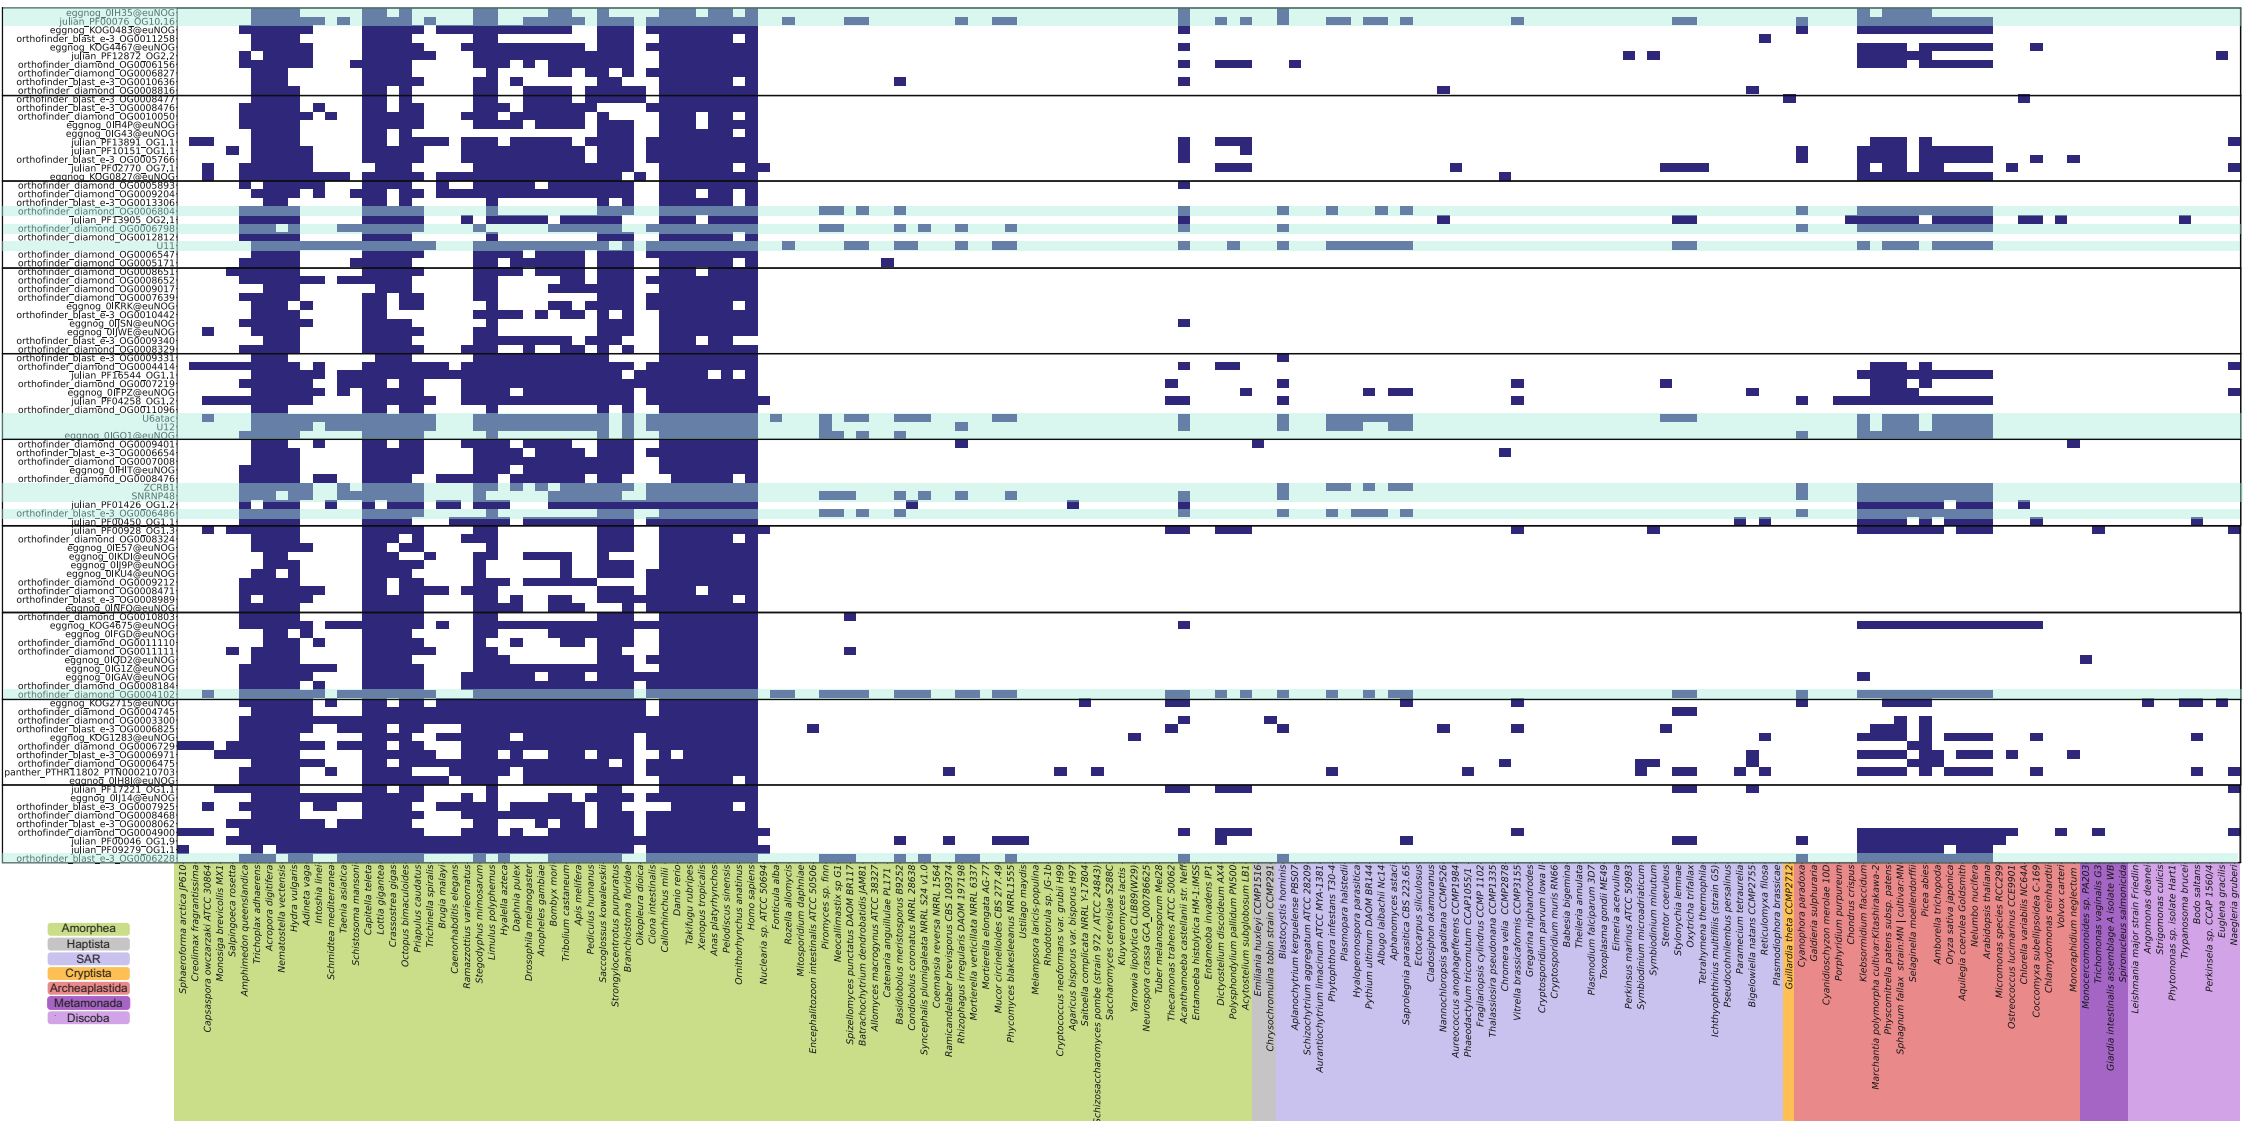

Supplementary Figure 2. Orthologous groups coevolving with *RBM41*. Orthologous groups represent those listed in the Supplementary Table 3. Cyan shading indicate orthologous groups composed of known minor spliceosome components.

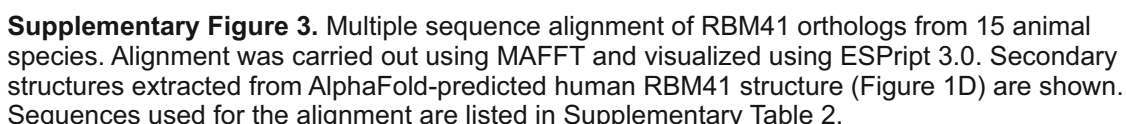

A

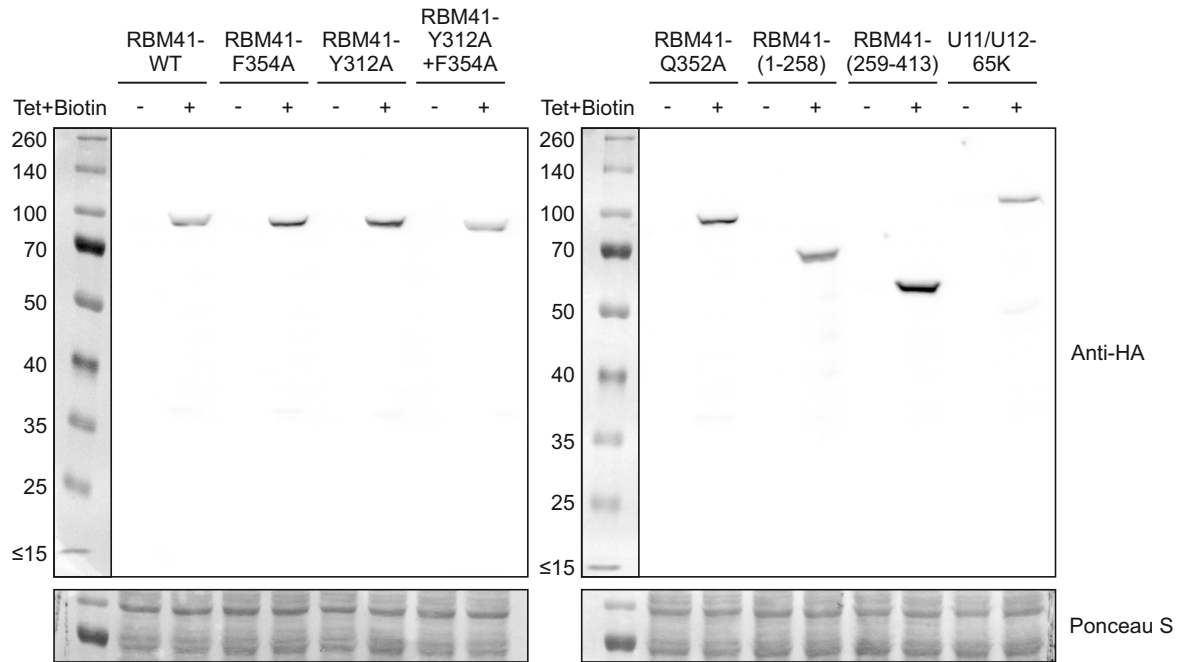

B

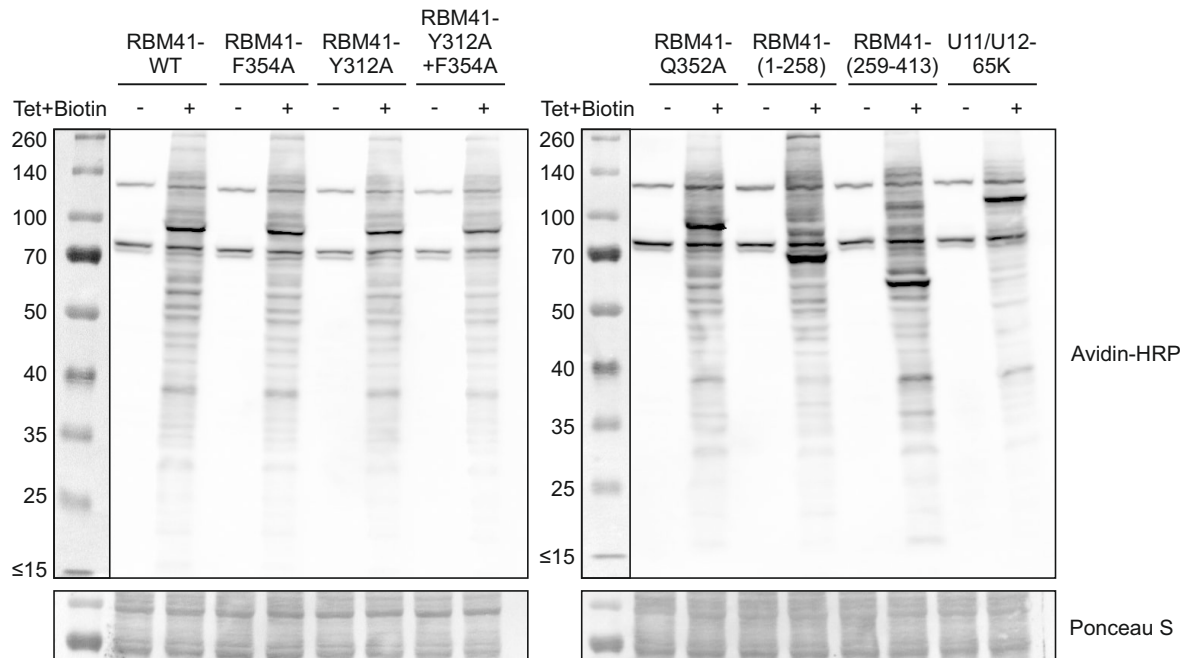

Supplementary Figure 4. Validation of Flp-in 293 cell lines used in BioID experiments. MAC-tagged protein expression and biotinylation was induced by addition of tetracycline and biotin for 24 hours before harvesting of cells.

(A) Induction of MAC-tagged proteins detected by western blot with anti-HA antibody.

(B) Biotinylation detected by western blot with avidin-HRP.

A

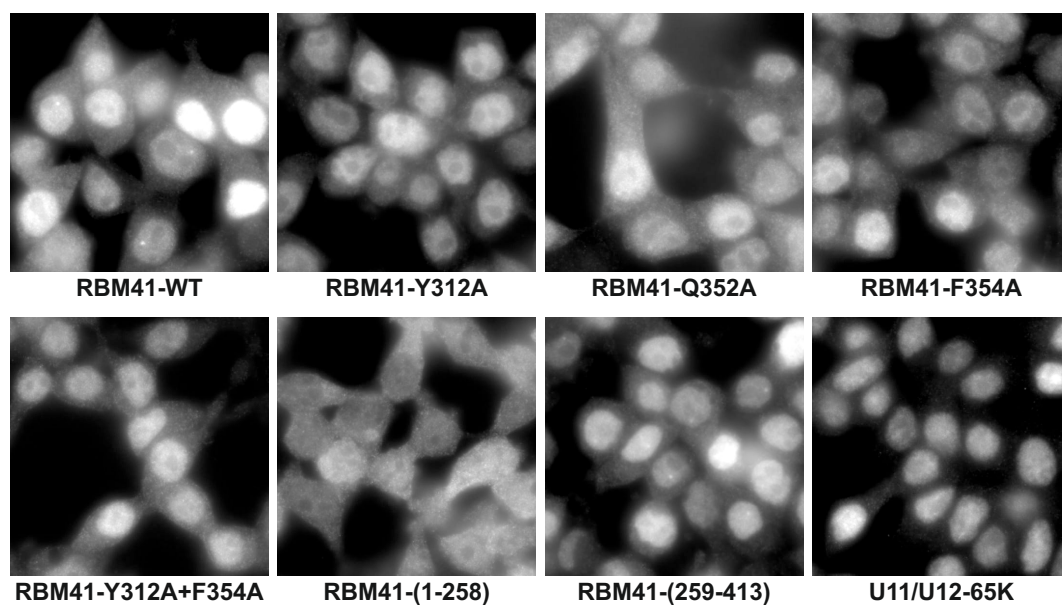

B

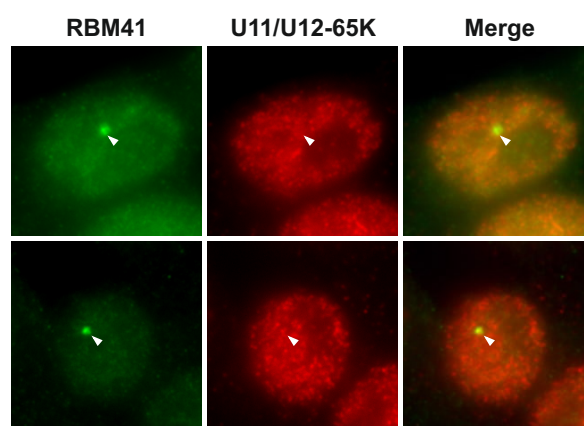

Supplementary Figure 5.

(A) Localization MAC-tagged constructs in Flp-in 293 cell lines. Expression was induced with tetracycline for 24 h and immunofluorescence carried out with anti-HA antibody.

(B) Immunofluorescence staining of HEK293 cells for with anti-U11/U12-65K and anti-RBM41 antibodies.

Protospacer
PAM site

Guide RNA targeting *RBM41* exon 2

WT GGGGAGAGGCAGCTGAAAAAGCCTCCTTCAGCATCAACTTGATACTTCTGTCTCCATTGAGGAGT

C9 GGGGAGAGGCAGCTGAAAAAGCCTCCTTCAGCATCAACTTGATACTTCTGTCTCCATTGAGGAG ins 1 bp
GGGGAG-----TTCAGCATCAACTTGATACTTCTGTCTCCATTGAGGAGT del 19 bp
1 bp insertion and 19 bp deletion confirmed by DECODR, no additional variants detected

C10 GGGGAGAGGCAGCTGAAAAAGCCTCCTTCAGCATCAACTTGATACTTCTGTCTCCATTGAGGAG ins 1 bp
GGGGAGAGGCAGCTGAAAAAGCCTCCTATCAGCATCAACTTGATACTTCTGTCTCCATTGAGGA ins 2 bp
GGGGAGAGGCAGCTGAAAAAGCCTCCT-----TGATACTTCTGTCTCCATTGAGGAGT del 12 bp
GGGGAGAGGCAGCTGAAAAAGCCTCCT-----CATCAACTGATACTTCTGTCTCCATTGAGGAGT del 4 bp
12 bp deletion and both insertions confirmed by DECODR, additional 4 bp deletion detected

C11 GGGGAGAGGCAGCTGAAAAAGCCTCCT--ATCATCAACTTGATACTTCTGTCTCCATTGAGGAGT del 2 bp+G>T subst.
GGGGAGAGGCAGCTGAAAAAGCC-----TCTGTCTCCATTGAGGAGT del 23 bp
2 bp deletion confirmed and additional 23 bp deletion detected by DECODR
2 bp and 23 bp deletions confirmed by RNA-seq

Guide RNA targeting *RBM41* exon 3

WT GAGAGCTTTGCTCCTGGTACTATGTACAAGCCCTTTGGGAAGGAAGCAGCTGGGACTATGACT

D1 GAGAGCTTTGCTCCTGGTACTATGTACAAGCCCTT--GGAAGGAAGCAGCTGGGACTATGACT del 2 bp
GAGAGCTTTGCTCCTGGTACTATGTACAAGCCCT-----GAAGCAGCTGGGACTATGACT del 8 bp
GAGAGCTTTGCTCCTGGTACTATG-----GAAGGAAGCAGCTGGGACTATGACT del 14 bp
2 bp, 8 bp and 14 bp deletions confirmed by DECODR, no additional variants detected
2 bp and 8 bp deletions confirmed by RNA-seq, but no reads supporting 14 bp deletion

D4 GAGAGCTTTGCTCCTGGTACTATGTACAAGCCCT-----TGGGACTATGACT del 16 bp
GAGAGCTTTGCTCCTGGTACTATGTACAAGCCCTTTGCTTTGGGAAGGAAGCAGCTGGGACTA dup 5 bp
GAGAGCTTTGCTCCTGGTACTATG-----GGAAGGAAGCAGCTGGGACTATGACT del 13 bp
16 bp and 13 bp deletions and 5 bp duplication confirmed by DECODR, no additional variants detected

D14 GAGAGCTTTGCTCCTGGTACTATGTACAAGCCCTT--GGAAGGAAGCAGCTGGGACTATGACT del 2 bp
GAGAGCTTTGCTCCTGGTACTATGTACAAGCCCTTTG-----AGCAGCTGGGACTATGACT del 7 bp
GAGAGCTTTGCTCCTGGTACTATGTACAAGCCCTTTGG--AAGGAAGCAGCTGGGACTATGACT del 1 bp
2 bp, 7 bp and 1 bp deletions confirmed by DECODR
2 bp, 7 bp and 1 bp deletions confirmed by RNA-seq

Supplementary Figure 6. The sequences of individual HEK293 the *RBM41* Knock-Out clones. The targets of the guide RNAs in *RBM41* exons 2 and 3 are indicated in the WT sequence. Clones C11, D1, and D14 were used in the RNAseq analysis. C9, C10, and D4 were used in RT-PCR validation experiments.

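RBM41 lies on the minus strand of chromosome X (hg38, X:107061885–107118823), and the sequences that the supplement marks as targets lie in exon 3 and at the end of exon 2. The sequence marked for exon 3 in the supplement is 63 nt long and matches the reference in full at X:107115976–107116038, within exon 3. The sequence marked for exon 2 is 65 nt long. Its last 49 nt match X:107116648–107116696, which runs from exon 2 into intron 2, and the region it covers in the reference, X:107116648–107116711, is 64 nt long. The supplement's exon 2 sequence is thus 1 nt longer than the reference, and the place of that nucleotide was not assigned.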

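Retention of RBM41 introns 2 and 4 did not separate the knockout lines from the control lines. RBM41 intron 2 (X:107116055–107116649), between the exons of both guides, was retained at 4.38% ± 1.36 (SD, n = 3) in knockout lines and at 2.48% ± 0.831 (SD, n = 3) in control lines (exact permutation test, two-sided, p = 0.2). RBM41 intron 4 (X:107113469–107115351), downstream of exon 4, was at 7.61% ± 3.38 (SD, n = 3) in knockout lines and at 4.76% ± 1.88 (SD, n = 3) in control lines (exact permutation test, two-sided, p = 0.2). These values measure retention and not the edits, and the labels of the libraries do not tie a replicate number to a clone.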

How the deposited data were processed for this re-analysis (not part of the article)

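RNA-seq of HEK293 cells was analysed in 3 RBM41 knockout lines and 3 unedited control lines, 1 library each. The condition and replicate of each library were taken from the labels, and the columns of both deposited tables carry the same numbers. Which knockout clone a replicate number stands for is not stated.

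The authors mapped the paired reads with STAR to hg38 with GENCODE annotation. For intron retention they deposited a fraction per library for each intron, from IRFinder-S, and an unadjusted p-value per intron from the SUPPA2 wrapper. The deposited change of each intron, a score with a sign, equals the knockout mean minus the control mean in all 67523 introns, although its header names the groups in the other order. No deposited p-value exceeds 0.498, so their scale is that of a one-sided test. For alternative splicing the authors deposited a fraction per library for each Whippet node, the group fractions, their signed difference (a score), a probability and an entropy (a score). The smallest deposited probability is 0.9. Depth is known only as read pairs per library, from Supplementary Table S5, and reads per intron or event were not used here, so no interval for a single fraction was computed.

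U12-type introns were taken from Supplementary Table S8 by chromosome, start and end. Of its 808 introns, 807 had the listed end dinucleotides in hg38, as did all 357 introns found in the retention table. Exon and intron numbers come from the canonical transcripts of GENCODE release 44. Introns were called at a deposited p-value under 0.05, and events at a probability above 0.9 and an absolute change above 0.05. Events near U12-type introns were those of Supplementary Table S7, all 37 of which were found in the deposited table with the same change, and 1 of them, in TCTN1, has a probability of exactly 0.9 and so is not past the threshold. A node lay at a U12-type 3′ splice site when the intron ended directly in front of the node or at the last nucleotide of the node.

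Shares of introns were compared with Fisher's exact test, and shares of event types with the hypergeometric test that the paper names. Mean changes were compared with a permutation test of 100000 resamples, and single items with an exact permutation test, which gives no p below 0.1 with 3 lines against 3. Retention of the 357 U12-type introns was compared with limma on log2(fraction + 0.01), with Benjamini-Hochberg adjustment. Log2 values were computed from the deposited fractions, and percents are the deposited fractions times the usual factor. A fold change on this scale understates the change of introns with low retention. Values listed at 0 were left as they are.

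The gene symbols named follow a rule set before the data were examined: genes that the paper's RNA-seq section or Figure 6 names, called U12-type introns and events near U12-type introns with a change of at least 0.1, the 5 introns of U2-type and 5 events of genes with U2-type introns only that changed most each way, and called members of 8 gene lists. The values of Supplementary Tables S6 and S7 had been seen when that rule was written. Other named items are marked as chosen after their values were seen.

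The alternatives tried were other thresholds, adjustment for multiple tests, other backgrounds, 1 event per gene, other definitions of nearness, other pseudocounts (0.001 and 0.05), a filter at a mean fraction of 0.01, each library left out in turn, the replicate number as a block, and 8 readings of the hypergeometric test. Matched draws of U2-type introns used 10000 draws. limma was tested on simulated data with 40 of 357 introns changed: with a log2 change of 1 it recovered 60% of them at an unadjusted p under 0.05 and 0% at an adjusted p under 0.05, and with a log2 change of 2 it recovered 77.5% and 55%. The hypergeometric test was tested on 1000 simulated tables and called 1.8% of those with equal AA shares and 98.1% of those with shares of 45% and 16%. These simulations used the numbers of events of the real groups.

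The software was Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6, matplotlib 3.10.9 and pysam 0.24.0, samtools 1.23.1, and R 4.3.3 with limma 3.58.1. Reads were not processed again, so mapping, retention scores and Whippet scores are those of the authors.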

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

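The tests of matching on retention, of the host genes, of sequencing depth and of the limma counts over splits of the libraries were chosen after their results were seen; the other tests of explanations, with the excess of non-overlapping introns over splits, were set before.

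Outside U12-type introns, which the paper does not analyse, 3.30% of U2-type introns passed a p under 0.05 in the authors' deposited table, 1393 higher and 826 lower in RBM41 knockout lines. That share is below the threshold itself, so the count does not show a change of U2-type introns at large. The 10.4% of U12-type introns called is above it, but no deposited p exceeds 0.498. On such a scale a p under 0.05 may pass more than that share of unchanged introns. With p doubled, 8 of the 357 U12-type introns were higher and 7 lower. Whether that count exceeds what unchanged introns give cannot be read from the threshold, since these p need not be evenly spread without a change. Against U2-type introns at the doubled p, the odds ratio was 3.37 (Fisher's exact test, two-sided, p = 8.52e-05). This p describes the introns and not the cell lines. From the same table, 9 of all 67523 introns had an adjusted p under 0.05 (Benjamini-Hochberg), of which NOL11 was the only U12-type intron and INPP5E was another. Among the 5 largest rises were CEP131, a centrosome gene, with an intron at 49.6% ± 23.3 in knockout lines and 18.0% ± 3.58 in control lines (SD, n = 3 each), and NT5C3A, a nucleotidase gene, at 51.9% ± 27.0 against 26.1% ± 2.83 (SD, n = 3 each). The 5 largest decreases included INPP5E, a gene of cilium signalling, at 29.4% ± 6.32 against 53.5% ± 1.92, and TMCO6, at 24.5% ± 11.2 against 52.5% ± 16.3 (SD, n = 3 each).

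Whippet also gave 225 retained intron events past the thresholds, a type that the paper leaves out, 126 with higher and 99 with lower inclusion in knockout lines (exact binomial test, two-sided, p = 0.0828). In U12-type host genes 9 of 100 events were of this type, against 216 of 1691 in genes with U2-type introns only (Fisher's exact test, two-sided, p = 0.350). Of the 9 in host genes, 8 had higher inclusion in knockout lines, a direction that was not tested. Only some of the 9 touched a U12-type intron, those of NOL11, SLC12A4, THUMPD2 and TMEM107, so the 9 do not stand for U12-type introns.

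RBM41 itself had an event: its exon 5 (X:107113397–107113468) was included at 60.4% ± 12.3 (SD, n = 3) in knockout lines and at 36.4% ± 7.39 (SD, n = 3) in control lines, with non-overlapping groups (exact permutation test, two-sided, p = 0.1). The guide targets lie in exons 2 and 3, so this event does not check the edits. RNPC3, which encodes the paralog U11/U12-65K, had intron 10 (1:103545103–103546247) retained at 50.0% and 57.1% in knockout replicates 1 and 2, with no value in replicate 3, and listed at 0 in all control lines. Both items lie outside what the paper reports.

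U12-type introns such as those of NOL11 and RMC1 were called more often than U2-type introns, 37 against a mean of 21.3 among 10000 draws of U2-type introns matched on mean retention (upper limit of the draws 30). With intron length matched as well, the upper limit was 28, so neither higher retention of U12-type introns nor their length accounts for the whole count. Differences among libraries unrelated to the knockout stay open: the excess of U12-type introns with non-overlapping groups over matched U2-type introns was 15.3 in the knockout split, and 2 of the 10 splits of the libraries, the knockout split included, reached it, with 18.7 in the other. An effect of the RBM41 knockout, which the design names, stays open as well.

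AA events such as those of THOC2 and SRSF10 took a larger share near U12-type introns. Of 23 events touching a U12-type intron 60.9% were AA, and random U2-type introns under the same rule gave an upper limit of 30.4%, which argues against the nearness rule as the cause. The other events of the host genes had fewer AA events (Fisher's exact test, p = 2.35e-05), which argues against the host genes. Very short AA nodes being easier to call near U12-type introns stays open: without AA nodes of up to 6 nt the odds ratio went from 4.71 to 2.55 and p to 0.0535, as 11 of the 17 AA events near U12-type introns dropped out, and the odds ratio stayed above 1. An effect of the knockout on U12-type 3′ splice sites remains among the open explanations.

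The libraries differ in the share of introns listed at 0, from 17.3% in control replicate 2 to 48.0% in knockout replicate 2. This share fell with the number of uniquely mapped read pairs (Pearson's r = -0.848, exact permutation test, p = 0.0111; Spearman's rho = -0.943, p = 0.0167; both 0.0167 after Benjamini-Hochberg adjustment over 2 relations), and without the 2 libraries farthest from the median r was -0.817 over 4 libraries. Sequencing depth may therefore account for this difference, and both groups hold libraries at either end. A biological explanation was not tested.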

How the results depend on the processing

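The alternatives chosen after the data were seen are the doubled p, the pseudocounts, the mean retention filter, the fit over all introns, the library group as a block, leaving out 2 libraries, leaving out short AA nodes, the readings of the hypergeometric test and counting genes for the THO list. Of 119 alternative values, 89 of them planned, 88 were the same, which for a test means only its direction and its side of the threshold and for a count a value within 1.5 times. Among tests 3 were weaker, 1 stronger and 7 reversed, and 20 counts moved by more; the cause was not tested. Odds ratios and mean changes of tests labelled the same could still move by more than 1.5 times, as the ranges below show.

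The counts of called U12-type introns were 23 higher and 14 lower. Higher introns numbered 14 with a change above 0.05, 4 at p under 0.01, 8 with p doubled and 1 (NOL11) with Benjamini-Hochberg adjustment over U12-type or over all introns; lower introns numbered 1, 7 and 0 under the last 3. The odds ratio of U12-type against U2-type introns stayed between 3.26 and 3.86. The split into higher and lower, an odds ratio of 0.974, reversed to 1.35 against U2-type introns of the host genes and to 2.74 at p under 0.01. The difference in mean change reversed to -0.0201 among called introns changed by more than 0.05, which are selected on that change. None of these passed the threshold. The difference in mean change, 0.000176, was 0.0538 among introns with p under 0.01 only. The AT-AC odds ratio, 1.58, ranged from 1.00 to 3.06. Both were also short of the threshold.

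By limma, 16 U12-type introns were higher and 6 lower at an unadjusted p under 0.05. Leaving out each library gave 16 to 21 higher and 2 to 15 lower: 2 without knockout replicate 1, 15 without knockout replicate 3 and 2 without control replicate 1. Without knockout replicate 2 and control replicate 1, the libraries with most introns at 0, 25 were higher. With the replicate number as a block 13 were higher and 5 lower. Deviations from the group means did not go together in libraries of the same number (correlations of -0.0748, -0.203 and -0.0135, no library closest to its own number). The paper calls the control lines matching, and these correlations cannot decide whether the numbers mark matched lines. The authors' p could not be recomputed without a library or with a block.

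Events near U12-type introns, 36, numbered 20 at a probability above 0.95, 23 with a change above 0.1, 23 when touching the intron and 89 over the host genes; events of genes with U2-type introns only, 1410, numbered 578 at a probability above 0.95. Planned odds ratios were 1.63 to 11.0 for AA (p 1.80e-06 to 0.0454) and 0.126 to 0.556 for CE. Without AA nodes of up to 6 nt they were 2.55 and 0.560, no longer past the threshold. The AD odds ratio, 0.695, was 0.209 with 1 event per gene, reversed to 1.36 at a probability above 0.95, 1.17 when touching and 1.51 over the host genes, and passed the threshold at 0.317 against other events of the host genes. That last value is also lowered by the larger AA share, since the shares sum to the whole. The share of AA events higher in knockout lines, 47.1%, was 25% at a probability above 0.95 and reversed to 66.7% with a change above 0.1. The AA events at U12-type 3′ splice sites, 13, numbered 6 at a probability above 0.95 and 6 with a change above 0.1. The THO and TREX list had an odds ratio of 3.83 over introns and 3.13 over genes (adjusted p = 0.448). The background of host genes does not apply to AT-AC against GT-AG introns and was not run there.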

Differences from the paper's values

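The readings of the hypergeometric test given here were chosen after the values were seen.

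For the larger AA share near U12-type introns, to which THOC2 and SRSF10 contribute, the paper's p is 3.4e-06 and the value here is 1.58e-05. For the smaller CE share, the paper's p is 1.2e-04 and the value here is 8.22e-04. None of the alternatives set before the data were examined gave a p within 1.5 times of the paper's, in either comparison: a probability above 0.95, a change above 0.1, 1 event per gene, nodes touching the intron, events of the whole host gene, a probability of at least 0.9, other events of the host genes as comparison, and Fisher's exact test.

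The test has 8 readings for each event type, by the probability (above 0.9 or at least 0.9), the population drawn from (events near U12-type introns pooled with those of genes with U2-type introns only, or the latter alone) and the tail (including or beyond the observed count). All 8 were computed after the paper's values were seen. For AA, 2 came within 1.5 times of the paper's p: 3.08e-06 above 0.9, pooled, beyond the count, and 2.46e-06 at least 0.9, U2-only population, including it. For CE, 3 did: 1.28e-04 at least 0.9, pooled, beyond the count, 8.57e-05 at least 0.9, U2-only population, beyond the count, and 1.70e-04 above 0.9, U2-only population, beyond the count. Readings within 1.5 times of both of the paper's values numbered 0.

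The paper counts 14 genes with higher and 15 with lower retention of a U12-type intron, NOL11 among the former, and states no threshold for retention. At a deposited p under 0.05 the values here are 21 and 14 genes, as in the paper's Supplementary Table S6, which lists 23 introns of 21 genes as higher and 14 introns of 14 genes as lower. With a change above 0.05 added, an alternative set before the data were examined, 14 genes were higher, as in the paper, and 13 lower, which is not nearer to its 15. In that table the coordinates given for NAA60 are those of the CUEDC1 intron. The paper counts 37 events and 18 AA events near U12-type introns, and the values here are 36 and 17 at a probability above 0.9, as stated in its methods, and 37 and 18 at a probability of at least 0.9, which keeps the TCTN1 event.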

Other observations

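The counts by gene list, the opposite directions of TMEM107 and the PLCB3 intron were looked at after the results were seen. The gene lists were set before that, but after the paper's values for called U12-type introns and events near them had been seen. They hold genes from those values, such as THOC2, TCTN1, TMEM107 and NOL11, so they are not independent of these data. The counts over genes and the splits were chosen after the results were seen.

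Genes of mRNA export had more called introns than other genes when introns were counted. In the THO and TREX complex list, 12 of 103 introns were called, 11 higher and 1 lower in RBM41 knockout lines (11.7% against 3.33% of other introns, Fisher's exact test, two-sided, odds ratio 3.83, adjusted p = 0.00139 over 8 lists). Several of these introns overlap each other in ZC3H11A and CHTOP, and counted by gene the list had ZC3H11A, CHTOP, THOC6 and THOC2, 4 of 10 genes (40%) against 17.6% (Fisher's exact test, two-sided, odds ratio 3.13, p = 0.0824, adjusted p = 0.448), which does not pass the threshold. THOC2 intron 37 was retained at 7.01% ± 0.668 against 4.21% ± 1.04 (SD, n = 3 each), and a ZC3H11A donor event was at 66.8% ± 20.1 against 31.6% ± 2.65 (SD, n = 3 each).

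Genes of the ciliary transition zone had 12 events in TMEM107 (4 events), TCTN1, TCTN2, CC2D2A, CEP290, MKS1 and NPHP4, all with higher inclusion in knockout lines. No test of this direction was run: events of 1 gene are not independent, and 803 of 1410 events of genes with U2-type introns only were higher as well. TCTN2 was at 100% in all knockout lines and at 91.0% ± 4.15 (SD, n = 3) in control lines, CEP290 at 100% against 80.9% ± 6.68 (SD, n = 3) and MKS1 at 96.4% ± 3.26 against 86.1% ± 5.66 (SD, n = 3 each). A CC2D2A acceptor event had overlapping groups, at 33.3% and 18.5% in knockout replicates 1 and 3 and listed at 0 in replicate 2, against 7.41% in control replicate 2 and 0 in the other control lines. The NPHP4 retained intron event was at 58.1% and 31.9% in knockout replicates 1 and 3 with no value in replicate 2, against 5.73% and 10.0% in control replicates 2 and 3 and 0 in replicate 1. Retention in the list went both ways, 3 introns higher and 3 lower of 115 (odds ratio 1.59, adjusted p = 0.766).

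TMEM107 intron 3 (17:8174617–8175756) had opposite directions in the 2 deposited tables: 35.1% ± 12.3 in knockout lines against 46.2% ± 11.9 in control lines in the retention table, with overlapping groups, and 26.6% ± 6.81 against 13.6% ± 2.68 (SD, n = 3 each) as a Whippet retained intron event, with non-overlapping groups. The cause was not tested.

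SR protein genes had 5 of 77 introns called, all higher, in SRSF1, SRSF5, SRSF10 and SRSF11 (odds ratio 2.01, adjusted p = 0.461), and SRSF10 intron 2 was at 7.50% ± 1.01 against 4.92% ± 1.02 (SD, n = 3 each). The other lists had 1 of 47 introns called (minor spliceosome proteins, RNPC3), 5 of 182 (late spliceosome factors), 2 of 112 (Cajal body and snRNP recycling), 5 of 138 (DNA replication and repair) and 6 of 166 (small-subunit processome), with adjusted p between 0.956 and 1.

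PLCB3, a phospholipase gene chosen after its values were seen, had a U12-type intron (11:64261666–64261951) at 8.22%, 4.60% and 6.70% in knockout replicates 1, 2 and 3 and listed at 0 in all control lines. It was the 1 U12-type intron under an adjusted p of 0.05 by limma (adjusted p = 0.0137), it was not called from the p of the authors' deposited table, and no U12-type intron was higher at an adjusted p under 0.05 without knockout replicate 3, without any 1 control library, without knockout replicate 2 and control replicate 1, with the replicate number as a block, with the pseudocount 0.05 or with all introns in 1 fit. Other settings kept or raised the count: 2 were higher with the pseudocount 0.001, without knockout replicate 1 and with the library group as a block, 3 without knockout replicate 2 and 1 with the mean retention filter.

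The events of genes with U2-type introns only that changed most, such as those of PJVK, CD101 and SEMA6C, each lack a value in at least 1 library, so they are not described further.

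By limma at an unadjusted p under 0.05, the real grouping gave 22 U12-type introns, 3 of 10 splits, the real one included, gave as many, and the highest of the other splits gave 33. Over all introns it gave 2566, 4 of 10 splits gave as many, and the highest other gave 9613, for knockout replicates 1 and 3 with control replicate 2, the libraries with fewest introns at 0. The splits are too few for a share under 0.05. That split calls several times the real count, which points to a structure of the libraries. With these 3 libraries against the rest as a block, 1772 introns were higher and 979 lower at an unadjusted p under 0.05, where the fit without it gave 1839 and 727. At an adjusted p under 0.05 the fit without the block gave 18 higher and 27 lower, and the fit with it gave 0 and 0, while among U12-type introns alone the block took the count from 1 to 2 higher.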
